# Identification of microRNAs dysregulated in cellular senescence driven by endogenous genotoxic stress

**DOI:** 10.18632/aging.100571

**Published:** 2013-06-28

**Authors:** Lolita S. Nidadavolu, Laura J. Niedernhofer, Saleem A. Khan

**Keywords:** MicroRNA, aging, cellular senescence, DNA repair, mouse embryonic fibroblasts

## Abstract

XFE progeroid syndrome, a disease of accelerated aging caused by deficiency in the DNA repair endonuclease XPF-ERCC1, is modeled by *Ercc1* knockout and hypomorphic mice. Tissues and primary cells from these mice senesce prematurely, offering a unique opportunity to identify factors that regulate senescence and aging. We compared microRNA (miRNA) expression in Ercc1^−/−^ primary mouse embryonic fibroblasts (MEFs) and wild-type (WT) MEFs in different growth conditions to identify miRNAs that drive cellular senescence. Microarray analysis showed three differentially expressed miRNAs in passage 7 (P7) Ercc1^−/−^ MEFs grown at 20% O_2_ compared to Ercc1^−/−^ MEFs grown at 3% O_2_. Thirty-six differentially expressed miRNAs were identified in Ercc1^−/−^ MEFs at P7 compared to early passage (P3) in 3% O_2_. Eight of these miRNAs (miR-449a, miR-455*, miR-128, miR-497, miR-543, miR-450b-3p, miR-872 and miR-10b) were similarly downregulated in the liver of progeroid Ercc1^−/Δ^ and old WT mice compared to adult WT mice, a tissue that senesces with aging. Three miRNAs (miR-449a, miR-455* and miR-128) were also downregulated in Ercc1^−/Δ^ and WT old mice kidneys compared to young WT mice. We also discovered that the miRNA expression regulator Dicer is significantly downregulated in tissues of old mice and late passage cells compared to young controls. Collectively these results support the conclusion that the miRNAs identified may play an important role in staving off cellular senescence and their altered expression could be indicative of aging.

## INTRODUCTION

MicroRNAs (miRNAs) are ~22 nucleotide long, single-stranded, non-coding RNAs that regulate gene expression. They generally bind the 3' untranslated regions (UTRs) of target mRNAs with varying affinity, resulting in mRNA degradation or inhibition of protein translation [1]. The biogenesis of miRNAs is well-characterized, although the mechanisms by which they participate in post-transcriptional silencing are still being elucidated [2, 3]. A wide range of disease processes including cancer are regulated by miRNAs [4].

MicroRNAs are implicated in the regulation of cellular senescence and aging. Cellular senescence, a state of permanent cell cycle arrest, is hypothesized to be a double-edged sword by suppressing cancer progression while promoting growth inhibition and aging-related tissue degeneration [5]. Cellular senescence can result from events such as telomere shortening, activation of DNA damage response (DDR), epigenetic stresses, or expression of oncogenes such as Ras [6-9]. DDR signaling can also occur in senescent cells with minimal DNA damage, termed the “pseudo-DNA damage response” [10]. This phenomenon occurs in cells ectopically expressing p16 and p21 as well as in cells treated with epigenetic modifiers, such as the histone deacetylase inhibitor sodium butyrate [10, 11]. Senescent cells exhibit a unique gene expression profile, termed senescence-associated secretory phenotype (SASP), and promote the release of pro-inflammatory markers, including IL-6 [12]. The P16INK4A (p16) tumor suppressor is significantly upregulated in senescent cells [13]. A recent paper describing the selective apoptosis of p16-expressing cells in a progeroid mouse (BubR1) directly connects accumulation of senescent cells and age-associated phenotypes in mice [14].

Senescent fibroblasts displaying high SASP express miR-146a/b, which attenuates SASP activity in a negative-feedback loop [15]. MiR-22, miR-519, miR-152 and miR-181a, among others, were recently identified as inducers of cellular senescence [16-18]. Knocking down Dicer, a key component in the miRNA processing pathway, causes inhibition of miRNA biogenesis and results in cellular senescence via activation of p53 signaling [19]. Also, MEF immortalization results in the downregulation of certain tumor suppressor miRNAs such as miR-21, miR-28 and miR-34a [20]. These data suggest that miRNAs are critical for regulating senescence.

The insulin-like growth factor (IGF) signaling pathway is involved in regulating lifespan and mouse mutants with reduced IGF signaling have lifespans 40-70% greater than those of wild-type (WT) mice [21-23]. Several studies examining miRNA dysregulation in aging have utilized naturally aged or long-lived animals. MicroRNA profiling studies examined liver, brain, plasma and peripheral blood mononuclear cells from normally aged mice as well as liver from long-lived Ames Dwarf mouse [24-27]. Additional studies have shown that the neuroprotective effects observed in calorie restricted mice is partly due to downregulation of miRNAs that target the pro-survival gene Bcl-2 [28]. Human centenarian studies have also demonstrated miRNA expression differences between blood samples from long-lived humans and young controls [29, 30]. MicroRNAs are also useful biomarkers in early and non-invasive detection of mild cognitive impairment [31]. However, there are few studies that link both senescence and aging with changes in miRNA expression.

To address this gap in knowledge, we measured miRNA expression in a murine model of a progeroid syndrome in tissues where senescence is established, as well as tissues of naturally aged mice and senescent primary mouse embryonic fibroblasts. The XFE progeroid syndrome is a disease of accelerated aging caused by a deficiency in the XPF-ERCC1 DNA repair endonuclease. Murine models of XFE progeroid syndrome (*Ercc1*^−/−^ knock-out and *Ercc1*^−/Δ^ hypomorphic mice) are well-characterized models that mimic the histopathology of normal aging [32-36]. XPF-ERCC1 is essential for nucleotide excision repair (NER) of helix-distorting monoadducts, repair of DNA interstrand crosslinks, as well as repair of some double-strand breaks [37-39]. *Ercc1*^−/^^Δ^ mice accumulate oxidative DNA damage more rapidly than WT mice, and this is presumed to drive their accelerated aging [40]. Liver transcriptome analysis of *Ercc1*^−/−^ and *Ercc1*^−/^^Δ^ mice revealed gene expression profiles similar to those of livers from aged WT mice, including a decrease in the IGF-1/somatotrophic axis and carbohydrate metabolism [32]. Additionally, *Ercc1*^−/^^Δ^ mice also demonstrate increased p16 expression, cellular senescence, and nuclear abnormalities that are similar to those observed in WT old mice [35].

Primary mouse embryonic fibroblasts (MEFs) undergo stress-related senescence due to growth conditions, in particular the supra-physiological concentrations of oxygen in standard tissue culture conditions [41]. When MEFs are grown in 3% O_2_ conditions, they show no signs of cellular senescence and behave similarly to human fibroblasts expressing telomerase [41]. MEFs grown in 20% O_2_ have three-fold more DNA damage than human fibroblasts grown at 20% O_2_, and have more chromosomal breaks than MEFs grown in 3% O_2_, further underscoring the exquisite sensitivity of MEFs to oxidative damage [41]. *Ercc1*^−/−^ MEFs, which are deficient in DNA repair, quickly accumulate global DNA damage and demonstrate cellular senescence phenotypes at earlier passages compared to WT MEFs [32, 42]

An additional benefit of using progeroid mouse models to identify dysregulated miRNAs in tissues is that studies can be performed in a relatively short period of time compared to studies using normal or long-lived animal models. A previously published study demonstrated the usefulness of progeroid models, in particular the Zmpste24-null mouse modeling Hutchinson-Guilford Progeria Syndrome, in identifying miRNAs regulating organismal aging. This study showed that the miR-29 family is linked to the cellular DNA damage response and when upregulated in a p53-dependent manner, miR-29b reduces cell proliferation and increases cellular senescence [43]. Mir-29 acts as a tumor-suppressive, pro-aging molecule via chronic activation of p53 signaling [43].

We wished to identify miRNAs associated with senescence driven by DNA damage and oxidative stress by analyzing changes in miRNA expression in *Ercc1*^−/−^ MEFs compared to the WT MEFs cultured to late passage in both high and low oxygen conditions. A subset of differentially expressed miRNAs (was found to be dysregulated in *Ercc1*^−/−^ MEFs driven to senescence compared to non-senescent *Ercc1*^−/−^ MEFs. Additionally, we demonstrate that several miRNAs differentially expressed in the *Ercc1*^−/−^ MEFs (miR-449a, miR-455*, miR-128, miR-497, miR-543, miR-450b-3p, miR-872 and miR-10b) were also dysregulated in liver tissues of both progeroid *Ercc1^−/Δ^* and old WT mice compared to young WT mice. We show that three of the above miRNAs (miR-449a, miR-455* and miR-128) were downregulated in kidney tissues from *Ercc1^−/Δ^*progeroid and WT old mice compared to the young mice. Finally, the regulator of miRNA biogenesis, Dicer, was significantly downregulated in late passage MEFs compared to early passage and in livers of old WT mice compared to young mice. The identified miRNAs in this study may play a critical role in staving off cellular senescence and aging.

## RESULTS

### Identification of senescence-associated miRNAs in *Ercc1*^−/−^ MEFs

We performed miRNA microarray analysis using RNA isolated from early and late passage WT and *Ercc1*^−/−^ MEFs to identify miRNAs that may contribute to cellular senescence. *Ercc1*^−/−^ MEFs grow slower than WT MEFs at 20% O_2_ and senesce prematurely by passage 7 (P7) [32, 44]. Growing MEFs at 3% O_2_ delays the onset of senescence due to decreased oxidative stress [41]. We compared the miRNA expression profiles of *Ercc1*^−/−^ and WT MEFs grown in low (3%) and high (20%) oxygen to passage 3 (early-passage, P3) and passage 7 (late-passage, P7) using mouse microRNA microarrays to discover miRNAs that correlate with senescence. We utilized Agilent mouse miRNA microarrays (V2), which probed for 627 total murine miRNAs. 

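RNA from 8 groups of primary MEFs, WT or *Ercc1*-/-, at P3 or P7 and in 3% or 20% O_2_, was hybridized to 16 one-colour arrays, 2 per group. Each array carries 13715 spots, and its design names 611 mouse miRNAs and 39 viral miRNAs. The authors deposited the image analysis output of every array, in which the processed signal of a spot is its intensity after background subtraction, and a series table with the summed signal of the probes of each miRNA. For the values given here, the processed signals of the spots of a probe were averaged without spots marked as outliers, and then averaged over the probes of a miRNA. Every array was scaled to the same mean log2 signal over the 57 miRNAs above background on all 16 arrays. Scaled signals under 2.82 were set to that floor, and values were log2 transformed. The 235 mouse miRNAs above background on both arrays of at least 1 group were tested with limma in 1 fit of all 16 arrays, and p was adjusted within each comparison by the Benjamini-Hochberg method. A miRNA was called at an adjusted p under 0.05. Group values are mean scaled log2 signals ± SD (n = 2 arrays), and changes are log2 with the standard error (SE) of the fit. The number of arrays, 2 per group, limits the precision of every value. The fit pools the variance of a miRNA over all 8 groups, those at the floor included. Pearson r across miRNAs between the 2 replicates of a group was 0.488 to 0.920 at P7 and 0.930 to 0.975 at P3. An adjusted p therefore need not reflect the spread of the groups compared. Replicate 1 of every group was on 1 slide and replicate 2 on the other, and each slide had its own scan. The mean unscaled log2 signal over the 57 miRNAs was 9.17 on slide 1 and 7.55 on slide 2, a difference of 1.62 (exact permutation test, 8 arrays against 8, two-sided p = 0.0014). Since each slide holds 1 array of every group, each comparison was also fitted with the replicate as a block, and changes are given within each slide.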

We focused on miRNAs that were significantly dysregulated, which was defined as ≥2-fold change in expression and *p* ≤.05. 

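At this threshold, Welch's unpaired test on the scaled log2 values passed 5 miRNAs between *Ercc1*-/- and WT MEFs at P3 in 20% O_2_ and 7 in 3% O_2_. At P7 it passed 0 in 20% O_2_, where limma called 1 miRNA and 9 had an unadjusted p under 0.05, and 4 in 3% O_2_. Between 20% and 3% O_2_ in P7 *Ercc1*-/- MEFs it passed 1 miRNA. Between P7 and P3 *Ercc1*-/- MEFs it passed 9 higher and 12 lower miRNAs in 3% O_2_, and 1 higher and 3 lower in 20% O_2_. After Benjamini-Hochberg adjustment of the same test, 0 miRNAs passed in each of the 8 comparisons the paper makes. On simulated arrays, 1.59% of unchanged miRNAs and 36.3% of miRNAs changed 16-fold passed the threshold of the paper, and limma called 74.7% of those changed 16-fold, 27.6% of those changed 4-fold and 3.80% of those changed 2-fold. These rates hold for the noise as simulated. On the real arrays, differences between slides correlated between groups (median Pearson r across miRNAs of 0.61 for P3 and 0.81 for P7), so the rates may not apply to them.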

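At P3 in 20% O_2_, miR-196a and miR-196b, which lie in the Hox gene clusters and target Hox mRNAs, were lower in *Ercc1*-/- than in WT MEFs and were the 2 miRNAs called. MiR-196a had a log2 signal of 2.28 ± 0.18 (SD, n = 2) in *Ercc1*-/- and 5.82 ± 0.34 (SD, n = 2) in WT MEFs, a change of -3.55 (SE 0.69, adjusted p = 0.0367 by limma), with -3.44 on slide 1 and -3.66 on slide 2. MiR-196b was not above background on either *Ercc1*-/- array and was at least 8.15-fold lower (adjusted p = 0.0367). In 3% O_2_, miR-196a had a change of -3.06 (SE 0.69) and miR-196b was at least 7.23-fold lower, each with an adjusted p of 0.110, and limma called 0 miRNAs there, with 6 at an unadjusted p under 0.05 and 7 past the threshold of the paper. Of the 4 tested Hox cluster miRNAs (miR-10a, miR-10b, miR-196a and miR-196b), all were lower in 20% O_2_ and 2 were called, also 2 when adjusted over the list alone. Their median was -2.00 (-1.72 and -2.38 on the slides, adjusted p = 1.46e-07 by camera, and adjusted p = 0.111 with an estimated correlation). The 2 tested markers of blood cells, miR-223 and miR-142-3p, were lower as well (median -2.05, with -1.74 on slide 1 and -2.37 on slide 2, 0 called, adjusted p of 1 for each), with a median of -0.88 in 3% O_2_ (-0.14 and -1.62 on the slides). In 3% O_2_ the median of the Hox cluster miRNAs was -1.70 (-1.36 and -2.05 on the slides), with 0 called and 2 when adjusted over the list alone (adjusted p = 8.85e-07, and adjusted p = 0.0848 with an estimated correlation). The X-linked miR-322 and miR-503 cluster, which restrains the cell cycle in differentiating muscle cells, went the other way: 7 of 8 tested members were higher in *Ercc1*-/- MEFs in 20% O_2_ (median 1.22, with 0.91 and 1.44 on the slides, 0 called, 0 when adjusted over the list alone, adjusted p = 0.000152, and adjusted p = 0.121 with an estimated correlation). In 3% O_2_, 8 of 8 were higher (median 1.39, with 1.19 and 1.39 on the slides, 0 called, 0 when adjusted over the list alone, adjusted p = 7.45e-08, and adjusted p = 0.0425 with an estimated correlation). The 3 miRNAs of the imprinted H19/Igf2 locus, miR-675-3p, miR-675-5p and miR-483, had medians of -1.31 in 20% (-0.89 and -1.95 on the slides, -0.33 with no scaling) and -0.93 in 3% O_2_ (-1.02 and -0.94, adjusted p = 0.00732 and 0.00199, adjusted p = 0.153 and 0.0848 with an estimated correlation). Members of the miR-15/16 family were higher by medians of 0.70 (0.83 and 0.58 on the slides) and 0.55 (0.84 and 0.46) in 20% and 3% O_2_ (adjusted p = 0.0288 and 0.00787, adjusted p = 0.614 and 0.519 with an estimated correlation, and 0.108 in 20% O_2_ with no scaling). Those of the Dlk1-Dio3 imprinted cluster were higher in 20% O_2_ (36 of 41, median 0.29, 0.27 and 0.29 on the slides, and 1.20 with no scaling, adjusted p = 0.012, adjusted p = 0.316 with an estimated correlation). The Sfmbt2 intronic cluster was higher in 3% O_2_ (8 of 8, median 0.80, 0.07 and 1.45 on the slides, adjusted p = 0.0023, adjusted p = 0.162 with an estimated correlation). The high-numbered discovery sets (such as miR-680, miR-721 and miR-1892) had medians of -0.47 in 20% O_2_ (-0.51 and -0.40 on the slides), which became 0.06 with no scaling, and -0.35 in 3% O_2_ (-0.54 and 0.00 on the slides, -0.18 with no scaling). Their adjusted p were 0.00732 and 0.0135 (adjusted p = 0.759 and 0.764 with an estimated correlation). With the replicate as a block, 2 miRNAs were called in 20% O_2_ (adjusted p = 0.0380) and 0 in 3% O_2_ (adjusted p = 0.0801 for the leading miRNAs). Without *Ercc1*-/- replicate 1, *Ercc1*-/- replicate 2, WT replicate 1 or WT replicate 2, 0 miRNAs were called in 20% O_2_, and 0 also when the arrays of a cell line, taken as genotype and replicate number, were treated as a random block. It was 0 as well with no scaling, with the mean over all miRNAs or the 75th percentile over all miRNAs as the scale, with the total signals or the detection call of the software and with normexp. The same count of 0 came with the floor multiplied by 0.1, with no filter on dim miRNAs, with only miRNAs above background on all arrays and with the 4 arrays fitted alone.

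**Figure D1:**
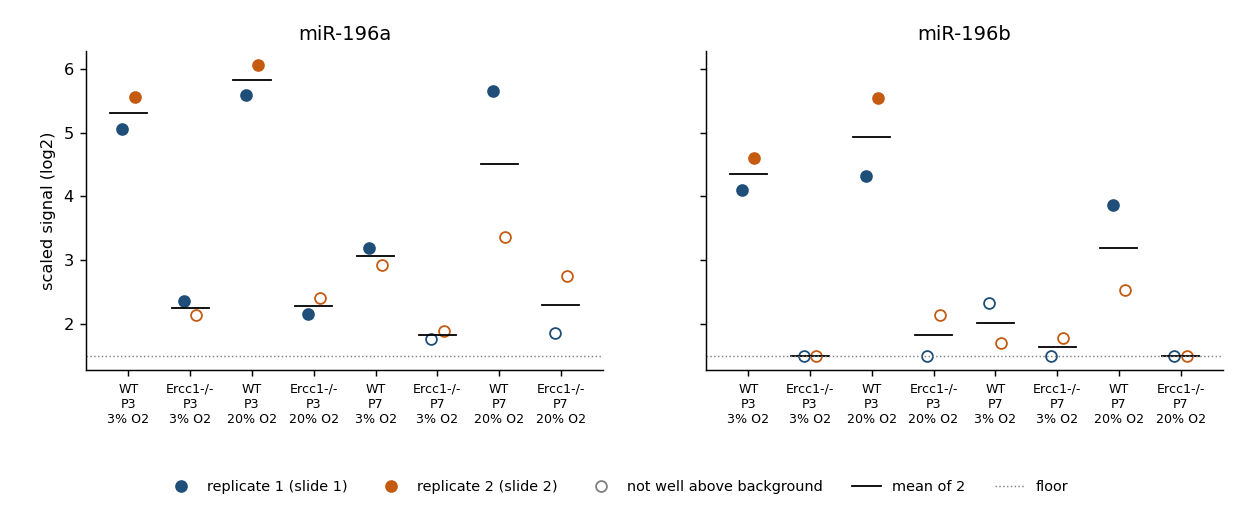
Scaled signal (log2) of miR-196a and miR-196b on each array, by genotype, passage and O_2_. Points are arrays coloured by slide, open points are not above background, bars are means of 2 arrays and the dotted line is the floor. At P3 both WT arrays lie above both *Ercc1*-/- arrays in 3% and in 20% O_2_ for each miRNA.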

A comparison of the miRNA profiles of P3 (early passage) *Ercc1*^−/−^ and congenic WT MEFs grown along with further qRT-PCR validation showed minimal differences between the two samples regardless of oxygen tension (data not shown). This was not unexpected since the growth properties of *Ercc1*^−/−^ MEFs are not appreciably different from the WT MEFs at this early passage. We next compared the miRNA expression profiles of P7 *Ercc1*^−/−^ and WT MEFs of cells grown in either 20% O_2_ or 3% O_2_ to examine inherent changes in miRNA expression due to genotype. Comparison of P7 *Ercc1*^−/−^ and WT MEFs grown in 20% O_2_ identified one significantly upregulated miRNA, miR-467a, which was over-expressed 2.19 fold in P7 *Ercc1*^−/−^ MEFs compared to WT cells. 

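MiR-129-5p, a miRNA enriched in brain, was the 1 miRNA called between P7 *Ercc1*-/- and WT MEFs in 20% O_2_, and it was higher in *Ercc1*-/- MEFs. Its log2 signal was 5.31 ± 1.62 (SD, n = 2) in *Ercc1*-/- MEFs and at the floor on both WT arrays, so it was at least 7.84-fold higher (adjusted p = 0.0377 by limma, change from the floor 2.67 on slide 1 and 4.95 on slide 2). The variance behind this p is pooled over all groups, with all 8 WT arrays at the floor, so the p does not reflect the SD of 1.62. MiR-467a, from the Sfmbt2 intronic cluster, had a log2 signal of 4.15 ± 0.66 (SD, n = 2) in *Ercc1*-/- and 2.45 ± 0.14 (SD, n = 2) in WT MEFs, a difference of 1.70 (1.34 on slide 1 and 2.07 on slide 2). It was above background on 1 of 2 arrays in each group, was not above background on both arrays of any group and was not among the miRNAs tested. Of its cluster, 8 of 8 tested members were higher in *Ercc1*-/- MEFs (0 called, 0 when adjusted over the list alone, median 1.15, with 0.41 on slide 1 and 2.18 on slide 2, adjusted p = 0.0144, and adjusted p = 0.532 with an estimated correlation). With no scaling their median was 0.17 (adjusted p = 0.242). Of 27 tested miRNAs abundant in mesenchymal cells, 20 were lower (0 called, 0 when adjusted over the list alone, median -0.64, with -0.20 on slide 1, -1.07 on slide 2 and -1.13 with no scaling, adjusted p = 0.00733, and adjusted p = 0.636 with an estimated correlation). Of 23 tested miRNAs from the high-numbered discovery sets, 21 were higher (0 called, 0 when adjusted over the list alone, median 1.23, with 0.23 on slide 1, 2.30 on slide 2 and 0.52 with no scaling, adjusted p = 0.00733, and adjusted p = 0.636 with an estimated correlation). Replicate 2 of the P7 *Ercc1*-/- MEFs in 20% O_2_ stood apart from the other arrays: its unscaled signal was the lowest, 5.80, and its mean Pearson r across miRNAs with the P3 arrays of slide 1 was 0.33 (miRNAs are not independent replicates). With the replicate as a block, 1 miRNA was called, miR-129-5p (adjusted p = 0.0183). Without WT replicate 1 or WT replicate 2 the count was 0, without *Ercc1*-/- replicate 1 it was 74 and without *Ercc1*-/- replicate 2 it was 2. It was 0 with quantile scaling, with no scaling, with the mean over all miRNAs as the scale, with the total signals of the software, with normexp, with no filter on dim miRNAs, with only miRNAs above background on all arrays and with the 4 arrays fitted alone.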

MiR-467a may be upregulated as a result of a defect in DNA repair capacity. Additionally, we identified six downregulated miRNAs (miR-301a, miR-326, miR-455*, miR-497, miR-543 and miR-872) in late-passage P7 *Ercc1*^−/−^ MEFs compared to the WT MEFs grown in 3% O_2_ (Table 1). 

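In 3% O_2_ at P7, all of miR-301a, miR-326, miR-455*, miR-497, miR-543 and miR-872 had a lower mean signal in *Ercc1*-/- than in WT MEFs, and none was called. MiR-301a had a log2 signal of 5.12 ± 0.59 (SD, n = 2) in *Ercc1*-/- and 5.94 ± 0.05 (SD, n = 2) in WT MEFs, a change of -0.82 (SE 0.89, adjusted p = 0.988 by limma, -1.27 on slide 1 and -0.37 on slide 2). MiR-872 was above background on 0 of 2 *Ercc1*-/- arrays and 1 of 2 WT arrays and was at least 1.58-fold lower (adjusted p = 0.988), while miR-326 and miR-543 were below background on all 4 arrays and allow no fold. These 6 miRNAs were chosen by the study on these arrays, so their direction is not independent evidence. Limma called 0 miRNAs, 7 had an unadjusted p under 0.05 and 4 passed the threshold of the paper. The smallest adjusted p, 0.0809, belonged to miR-129-5p, which was at least 8.19-fold higher in *Ercc1*-/- MEFs (4.98 ± 0.84, SD, n = 2, against the floor on both WT arrays), and with the replicate as a block it was the 1 miRNA called (adjusted p = 0.0391). Of the let-7 family, whose members restrain proliferation, 9 of 10 tested were lower (0 called, 0 when adjusted over the list alone, median -1.06, with -0.28 on slide 1, -1.69 on slide 2 and -1.98 with no scaling, adjusted p = 0.0045, and adjusted p = 0.899 with an estimated correlation). All 7 tested members of the miR-15/16 family, which target cyclins, were lower (0 called, 1 when adjusted over the list alone, median -1.30, with -0.60 on slide 1, -1.91 on slide 2 and -2.12 with no scaling, adjusted p = 0.0045, and adjusted p = 0.899 with an estimated correlation). Of 4 tested neural miRNAs, 3 were higher (0 called, 2 when adjusted over the list alone, median 1.56, with 1.47 on slide 1, 1.79 on slide 2 and 0.66 with no scaling, adjusted p = 0.0045, and adjusted p = 0.112 with an estimated correlation). The 2 tested markers of blood cells had a median of -1.39 (-3.34 on slide 1 and 0.56 on slide 2, 0 called). The high-numbered discovery sets had a median of 0.94, with 0.16 on slide 1, 1.28 on slide 2 and 0.01 with no scaling (20 of 23 higher, adjusted p = 0.0045, and adjusted p = 0.899 with an estimated correlation).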

QRT-PCR analysis confirmed downregulation of these six miRNAs in *Ercc1*^−/−^ compared to WT MEFs, although there were differences in the fold-change downregulation based on the two approaches (Supplemental Figure 1).

**Table 1:** MiRNAs differentially expressed in *Ercc1*^−/−^ MEFs compared to WT MEFs grown at 3% O_2_

MicroRNA	Fold-change	*p*-value
mmu-miR-301a	−2.24	0.007
mmu-miR-543	−2.60	0.023
mmu-miR-326	−3.05	0.029
mmu-miR-455*	−3.23	0.020
mmu-miR-872	−6.72	0.044
mmu-miR-497	−6.87	0.002

DNA repair-deficient Ercc1^−/−^ primary MEFs were grown at 3% O_2_ to prevent cellular senescence. Congenic WT cells isolated from a littermate embryo were handled in parallel as a control. At passage 7, total RNA was isolated and miRNA expression measured by microarray. Significant changes were defined as ≥2-fold and p <.05 as determined by Welch's unpaired t test.

DNA repair-deficient Ercc1^−/−^ primary MEFs were grown at 20% O_2_ to induce cellular senescence. A parallel culture of the same cells was grown at 3% O_2_ to prevent sense-cence. At passage 7, total RNA was isolated and miRNA expression measured by hybridization-based microarray. Shown is the fold difference in expression for 20% versus 3% O_2_. Significant changes were defined as ≥2-fold and p <.05 as calculated via Welch's unpaired t test.

DNA repair-deficient Ercc1^−/−^ primary MEFs were grown at 3% O_2_. At passage 3 and 7, total RNA was isolated and miRNA expression measured by hybridization-based microarray. Shown is the fold difference in expression in P7 versus P3 cells. Significant changes were defined as ≥2-fold and p <.05 as determined by Welch's unpaired t test.

Three miRNAs (miR-450B-3p, miR-33 and miR-323-3p) were significantly upregulated in P7 *Ercc1*^−/−^ MEFs grown at 20% O_2_ compared to P7 *Ercc1*^−/−^ MEFs grown at 3% O_2_ (Table 2), which examined isogenic senescent vs. non-senescent cells. 

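MiR-450b-3p, miR-33 and miR-323-3p were below background on all 4 of these arrays, with every value at the floor, so that no fold can be given. MiR-210, which is induced by hypoxia-inducible factor, had the smallest p: its log2 signal was 7.61 ± 1.29 (SD, n = 2) in 20% O_2_ and 10.85 ± 0.44 (SD, n = 2) in 3% O_2_, a change of -3.23 (SE 0.71, adjusted p = 0.163 by limma, -3.83 on slide 1 and -2.64 on slide 2). With the replicate as a block, miR-210 was the 1 miRNA called (adjusted p = 0.0347). MiR-497, a member of the miR-15/16 family, had a change of -2.33 (SE 0.63, adjusted p = 0.382, -1.04 on slide 1 and -3.62 on slide 2), and miR-31 had a change of -1.17 (SE 0.50, adjusted p of 1). Limma called 0 miRNAs between the oxygen levels, 7 had an unadjusted p under 0.05 and 1 passed the threshold of the paper. Of the 15 lists of miRNAs with at least 3 tested members, 0 passed the test (camera), and 3 did with the replicate as a block. Without replicate 1 of the 20% O_2_ arrays 26 miRNAs were called, and without replicate 2 of them 1 was.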

We next compared miRNA expression in P7 vs. P3 *Ercc1*^−/−^ MEFs grown in 3% (Table 3) or 20% O_2_ (Table 4), which identified miRNA dysregulated with sequential passaging of cells under different conditions of oxidative stress. 

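In *Ercc1*-/- MEFs in 3% O_2_, let-7 family members, miR-322 and its X-linked cluster, and members of the miR-15/16 family had lower mean signals at P7 than at P3, while miRNAs from the high-numbered discovery sets had higher ones. MiR-322, which targets the cell cycle phosphatase Cdc25A, had a log2 signal of 4.33 ± 1.61 (SD, n = 2) at P7 and 10.30 ± 0.54 (SD, n = 2) at P3, a change of -5.97 (SE 1.20, -4.46 on slide 1 and -7.49 on slide 2). Let-7e had a change of -3.34 (SE 0.72, -2.90 and -3.79 on the slides), miR-450b-3p was at least 2.77-fold lower and miR-204 at least 7.22-fold lower. Each of these 4 miRNAs had an adjusted p of 0.0506 by limma, which called 0 miRNAs, while 30 higher and 44 lower miRNAs had an unadjusted p under 0.05 and 21 passed the threshold of the paper. With the replicate as a block, 7 higher and 36 lower miRNAs were called, these 4 among them (adjusted p = 0.0212 for each), and with the arrays of a cell line as a random block 32 were called. Of the higher miRNAs, miR-222, which targets the cell cycle inhibitor p27, had a change of 2.18 (SE 0.66, adjusted p = 0.0808, and 0.0421 with the block), and miR-22 had one of 1.98 (SE 0.79, adjusted p = 0.122). The largest mean increase of the miRNAs in Table 3 was that of miR-671-5p, 4.13 (SE 1.56, adjusted p = 0.107, 2.89 on slide 1 and 5.38 on slide 2). Of the 36 miRNAs in Table 3, which the study chose on these arrays, 29 were tested, 0 were called, 24 had an unadjusted p under 0.05 and 13 were called with the block. Of the 36, 34 had the direction that the table gives on both slides and 2, miR-29b* and miR-449a, were at the floor on all 4 arrays. All 23 tested members of the high-numbered discovery sets were higher (0 called, 0 when adjusted over the list alone, median 2.21, with 1.17 on slide 1, 3.19 on slide 2 and 0.70 with no scaling, adjusted p = 2.13e-07, and adjusted p = 0.539 with an estimated correlation). All 8 tested members of the miR-322 and miR-503 cluster were lower (0 called, 7 when adjusted over the list alone, median -2.70, with -2.11 on slide 1 and -3.45 on slide 2, adjusted p = 0.000476, and adjusted p = 0.325 with an estimated correlation). Of the let-7 family 9 of 10 were lower (0 called, 8 when adjusted over the list alone, median -3.31, with -2.37 and -3.79 on the slides, adjusted p = 0.000494, and adjusted p = 0.539 with an estimated correlation), and of the miR-15/16 family 7 of 7 (0 called, 5 when adjusted over the list alone, median -2.52, with -1.97 and -4.00 on the slides and -4.06 with no scaling, adjusted p = 0.00367, and adjusted p = 0.539 with an estimated correlation). The mean Pearson r across miRNAs with the P3 arrays of slide 1 was 0.84 for the P7 array of slide 1 and 0.55 for that of slide 2. The median change of all 235 miRNAs was -0.29, which became 0.03 with scaling to the 75th percentile over the miRNAs above background on all arrays and -1.63 with no scaling.

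**Figure D2:**
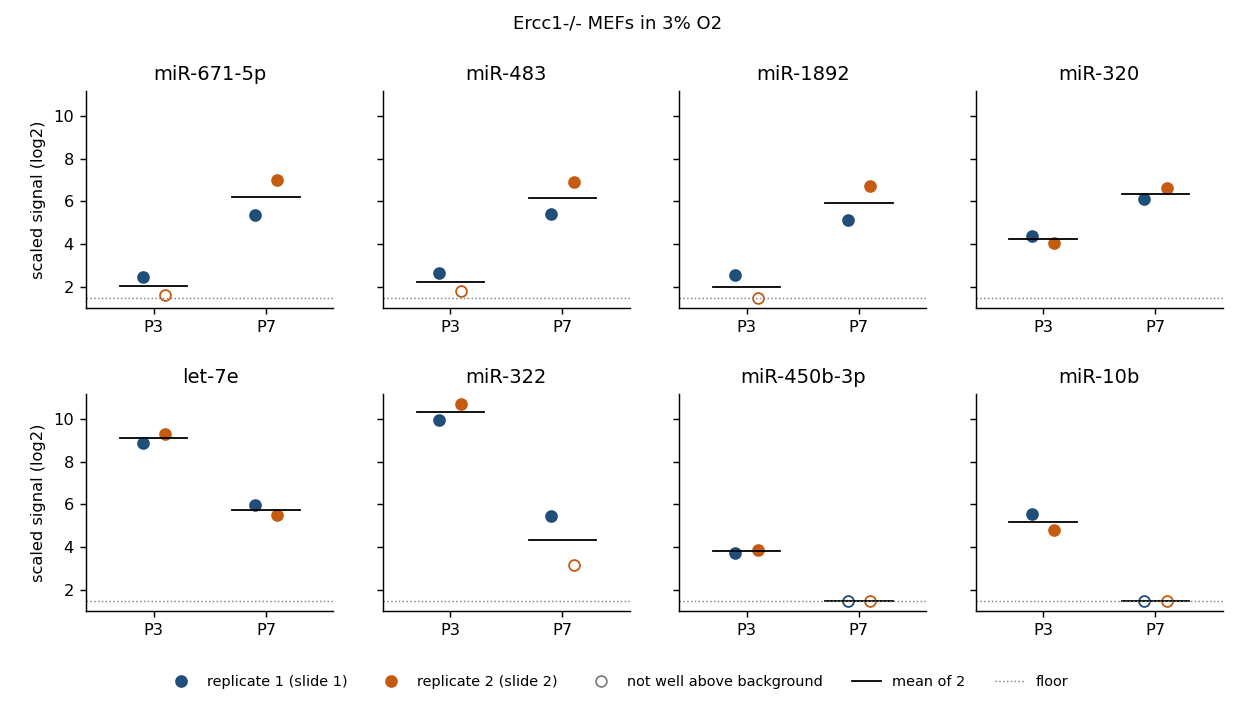
Scaled signal (log2) of 8 miRNAs at P3 and P7 in *Ercc1*-/- MEFs in 3% O_2_. Points are arrays coloured by slide, open points are not above background, bars are means of 2 arrays and the dotted line is the floor. On both slides the upper 4 miRNAs are higher and the lower 4 are lower at P7.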

Fourteen miRNAs were significantly upregulated and 22 downregulated in P7 *Ercc1*^−/−^ MEFs compared to P3 *Ercc1*^−/−^ MEFs grown at 3% O_2_ (Table 3). 

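In *Ercc1*-/- MEFs in 20% O_2_, miR-497 and miR-204 fell and miR-129-5p rose between P3 and P7, the 3 miRNAs called. MiR-497 had a log2 signal of 2.43 ± 1.24 (SD, n = 2) at P7 and 6.17 ± 0.29 (SD, n = 2) at P3, a change of -3.75 (SE 0.63, adjusted p = 0.0184 by limma, -2.66 on slide 1 and -4.83 on slide 2). MiR-204, which lies in an intron of Trpm3, changed by -3.23 (SE 0.67, adjusted p = 0.034, -3.51 and -2.95 on the slides), and miR-129-5p was at least 10.6-fold higher (adjusted p = 0.0306). MiR-218, from introns of the Slit genes, had a change of -3.21 (SE 0.89, adjusted p = 0.099, and 0.028 with the replicate as a block, -3.19 and -3.24 on the slides). The change of miR-24-2* was 2.13 (SE 0.83, adjusted p = 0.104, 1.32 and 2.95 on the slides). Of the high-numbered discovery sets, 22 of 23 tested members were higher (0 called, 15 when adjusted over the list alone, median 2.75, with 0.88 on slide 1, 4.93 on slide 2 and 1.09 with no scaling, adjusted p = 1.34e-08, and adjusted p = 0.574 with an estimated correlation). Let-7 family members were lower (10 of 10, 0 called, 7 when adjusted over the list alone, median -2.40, with -1.64 on slide 1, -3.35 on slide 2 and -3.82 with no scaling, adjusted p = 0.0068, and adjusted p = 0.64 with an estimated correlation). So were those of the miR-15/16 family (7 of 7, 1 called, 4 when adjusted over the list alone, median -3.53, with -1.23 and -4.60 on the slides, adjusted p = 0.0068, and adjusted p = 0.574 with an estimated correlation). Of the miR-322 and miR-503 cluster 7 of 8 were lower (0 called, 3 when adjusted over the list alone, median -2.44, with -1.24 and -3.30 on the slides, adjusted p = 0.0282, 0.0746 with no scaling and 0.574 with an estimated correlation). The dim P7 replicate 2 array, which stands apart from the other arrays, enters every one of these values. The fit with the replicate as a block called 5 miRNAs. Without P3 replicate 1, P3 replicate 2 or P7 replicate 2 the count was 0, without P7 replicate 1 it was 180. It was 0 with no scaling, with the mean over all miRNAs as the scale, with normexp, with no filter on dim miRNAs and with the 4 arrays fitted alone.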

One miRNA, miR-24-2*, was upregulated and three miRNAs, miR-204, miR-218, miR-455* were downregulated in P7 *Ercc1*^−/−^ MEFs grown in 20% O_2_ compared to P3 *Ercc1*^−/−^ MEFs (Table 4). 

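In *Ercc1*-/- MEFs in 20% O_2_, miR-455*, a product of the Col27a1 locus, was above background on 0 of 2 P7 arrays and 1 of 2 P3 arrays and was at least 1.59-fold lower at P7 (adjusted p = 0.099 by limma, and 0.057 with the replicate as a block). In 3% O_2_ it was above background on 0 of 2 P7 arrays and 2 of 2 P3 arrays (3.48 ± 0.13, SD, n = 2) and was at least 1.91-fold lower (adjusted p = 0.206, and 0.142 with the block). MiR-455* was therefore called in neither comparison, while its signal was lower at P7 on both slides in each of them. The difference of its change between 20% and 3% O_2_ was not called: that test called 0 miRNAs, and 0 had an unadjusted p under 0.05.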

MiR-455* was downregulated in late passage cells compared to early passage in both analyses. Finally, we compared miRNA expression profiles of the most senescent cells in our analysis, P7 *Ercc1*^−/−^ MEFs grown at 20% O_2_, to the least senescent cells in our analysis, P3 WT MEFs grown at 3% O_2_. This revealed significant upregulation of one miRNA, miR-129-5p, which was increased 603-fold in *Ercc1*^−/−^ MEFs.

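Between P7 *Ercc1*-/- MEFs in 20% O_2_ and P3 WT MEFs in 3% O_2_, 6 miRNAs were called, and miR-129-5p was the 1 that was higher. MiR-129-5p was at the floor on both WT arrays and was at least 14.0-fold higher in the *Ercc1*-/- MEFs (adjusted p = 0.0189 by limma, with the variance pooled over all groups). It was above background on 4 of 4 P7 *Ercc1*-/- arrays, 1 of 4 P3 *Ercc1*-/- arrays and 0 of 8 WT arrays. The other 5 were lower in the *Ercc1*-/- MEFs: miR-497 changed by -3.89 (SE 0.63, adjusted p = 0.013, -2.78 on slide 1 and -5.01 on slide 2) and miR-218 by -3.94 (SE 0.89, adjusted p = 0.0411, -3.71 and -4.18 on the slides). MiR-675-3p, miR-196b and miR-196a were at least 3.14-fold, 3.24-fold and 5.56-fold lower (adjusted p = 0.0205, 0.0371 and 0.0411). MiR-675-3p is processed from the H19 transcript of the imprinted H19/Igf2 locus. Of the high-numbered discovery sets, 22 of 23 tested members were higher (median 2.59, with 0.30 on slide 1, 5.03 on slide 2 and 1.21 with no scaling), and 8 of 8 of the Sfmbt2 intronic cluster (median 1.39, with 0.62 and 2.57 on the slides and 0.00 with no scaling). The Hox cluster (4 of 4, 2 called, 3 when adjusted over the list alone, median -2.93, with -2.82 on slide 1 and -2.96 on slide 2) was lower. The miR-15/16 family (7 of 7, 1 called, 2 when adjusted over the list alone, median -2.25, with -0.29 on slide 1, -4.21 on slide 2 and -3.63 with no scaling) and let-7 (9 of 10, 0 called, 0 when adjusted over the list alone, median -1.96, with -0.72 on slide 1, -3.21 on slide 2 and -3.20 with no scaling) were lower too. Adjusted p of these 5 lists lay between 1.44e-06 and 0.0467, and each list had an adjusted p of 0.675 with an estimated correlation. The 2 tested markers of blood cells had a median of -1.33 (-2.16 and -0.49 on the slides, 0 called). The replicate as a block gave 6 calls (adjusted p = 0.00777 for miR-129-5p), the same 6. At the threshold of the paper 1 higher and 5 lower miRNAs passed, miR-129-5p not among them (p = 0.185 in its t-test). Without WT replicate 1 or WT replicate 2 the count was 0, without *Ercc1*-/- replicate 1 it was 171 and without *Ercc1*-/- replicate 2 it was 3. It was 0 with no scaling, with the total signals of the software, with only miRNAs above background on all arrays, with the 4 arrays fitted alone and with normexp, which turned the direction of miR-196a, miR-196b and miR-675-3p.

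**Figure D3:**
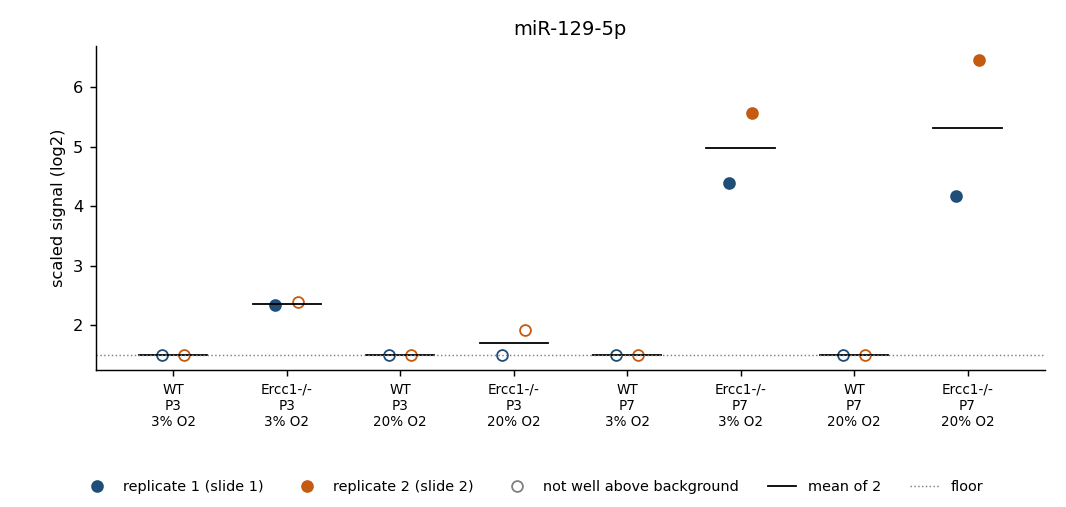
Scaled signal (log2) of miR-129-5p on each of the 16 arrays, by genotype, passage and O_2_. Points are arrays coloured by slide, open points are not above background, bars are means of 2 arrays and the dotted line is the floor. The 4 P7 *Ercc1*-/- arrays lie above all others, and the 8 WT arrays lie at the floor.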

**Table 2:** MiRNAs differentially expressed in Ercc1^−/−^ MEFs grown at 20% vs. 3% O_2_

MicroRNA	Fold-change	*p-*value
mmu-miR-323-3p	2.14	0.003
mmu-miR-33	2.10	0.001
mmu-miR-450b-3p	2.06	0.015

**Table 3:** MiRNAs differentially expressed in late vs. early passage Ercc1^−/−^ MEFs

MicroRNA	Fold-change	*p*-value	MicroRNA	Fold-change	*p*-value
mmu-miR-671-5p	14.3	0.025	mmu-miR-29b*	−2.15	0.003
mmu-miR-1892	12.7	0.041	mmu-miR-449a	−2.24	0.043
mmu-miR-483	12.6	0.02	mmu-miR-455*	−2.77	0.004
mmu-miR-1894-3p	8.46	0.05	mmu-miR-340-3p	−2.96	0.036
mmu-miR-1895	7.28	0.039	mmu-miR-362-5p	−3.56	0.038
mmu-miR-680	6.54	0.023	mmu-miR-675-3p	−3.94	0.041
mmu-miR-721	6.43	0.029	mmu-miR-466a-3p	−3.95	0.037
mmu-miR-129-5p	5.06	0.046	mmu-miR-128	−4.41	0.047
mmu-miR-1906	3.82	0.006	mmu-miR-497	−5.16	0.048
mmu-miR-222	3.73	0.034	mmu-miR-362-3p	−5.23	0.012
mmu-miR-320	3.62	0.01	mmu-miR-192	−5.61	0.004
mmu-miR-290-5p	3.41	0.002	mmu-miR-496	−5.79	0.044
mmu-miR-22	3.27	0.023	mmu-miR-543	−6.81	0.023
mmu-miR-877	2.86	0.039	mmu-miR-30e*	−8.15	0.016
			mmu-miR-382*	−10.1	0.029
			mmu-miR-337-3p	−11.3	0.049
			mmu-miR-450b-3p	−12.4	0.014
			mmu-miR-872	−14.7	0.021
			mmu-miR-369-5p	−15.1	0.024
			mmu-miR-380-3p	−15.7	0.048
			mmu-miR-154*	−31.6	0.019
			mmu-miR-10b	−32.5	0.041

**Table 4:** MiRNAs differentially expressed in late vs. early passage Ercc1^−/−^ MEFs

MicroRNA	Fold-change	*p-*value
miR-24-2*	3.14	0.028
miR-455*	−3.98	0.036
miR-218	−10.3	0.032
miR-204	−13.1	0.022

DNA repair-deficient Ercc1^−/−^ primary MEFs were grown at 20% O_2_. At passage 3 and 7, total RNA was isolated and miRNA expression measured by hybridization-based microarray. Shown is the fold difference in expression in P7 versus P3 cells. Significant changes were defined as ≥2-fold and p <.05 as calculated via Welch's unpaired t test.

**Figure 1:**
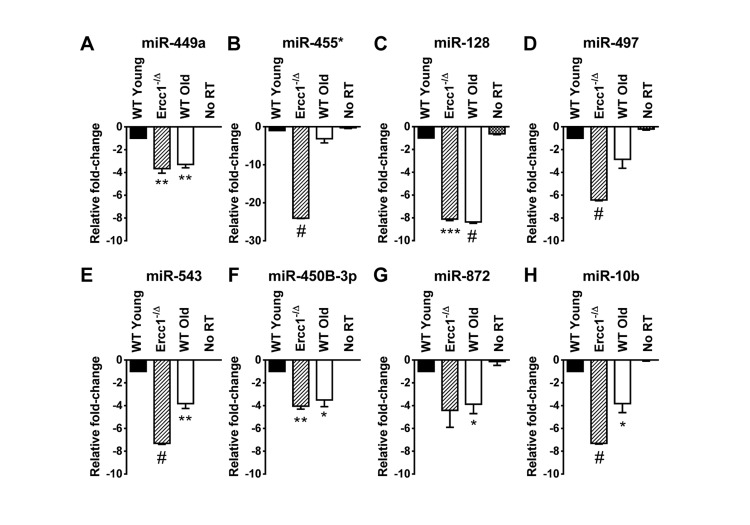
QRT-PCR quantification of miRNA identified as down-regulated in the liver of old WT mice and progeroid *Ercc1*^−/Δ^ mice compared to adult WT mice QRT-PCR analysis was performed on livers of WT young (20 weeks), *Ercc1*^−/Δ^ (20 weeks), and WT old mice (30 months). **(A)** miR-449a. **(B)** miR-455*. **(C)** miR-128. **(D)** miR-497. **(E)** miR-543. **(F)** miR-450b-3p. **(G)** miR-872. **(H)** miR-10b. All eight miRNAs were downregulated, most significantly, in *Ercc1*^−1Δ^ progeroid mice and WT old mice compared to WT young mice. No RT, no reverse transcriptase added. Three mouse livers are in each condition. The mean of three experimental replicates for each sample is graphed as relative to WT young samples, which were normalized to a value of -1. The standard deviation is plotted as error bars. *P*-values were calculated using Welch's t-tests and are indicated by * (p < .05), ** (p< .01), *** (p< .001) and # (p< .0001).

**Figure 2:**
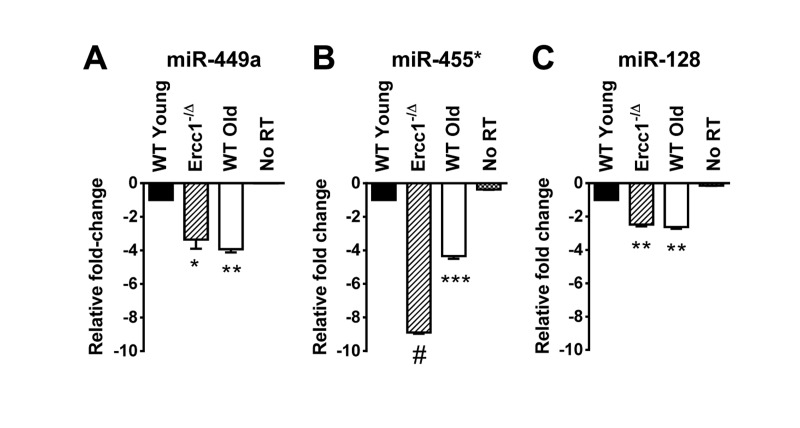
QRT-PCR quantification of miRNA identified as down-regulated in the kidney of old WT and progeroid *Ercc1*^−/Δ^ mice compared to adultWT kidney QRT-PCR analysis was performed on kidneys of WT young (20 weeks), *Ercc1*^−/Δ^ (20 weeks), and WT old mice (30 months). **(A)** miR-449a. **(B)** miR-455*. **(C)** miR-128. All three miRNAs identified in the microarray were significantly downregulated in kidney tissue of *Ercc1*^−/Δ^ progeroid mice and old mice compared to WT young mice. No RT, no reverse transcriptase added. Three mouse kidneys are in each condition. The mean of three experimental replicates for each sample is graphed as relative to WT young samples, which were normalized to a value of -1. The standard deviation is plotted as error bars. *P*-values were calculated comparing samples to WT Young using Welch's t-tests and are indicated by * (*p* < .05), ** (*p*< .01), *** (*p*< .001) and # (*p*<.0001).

For further studies, we selected sevenupregulated and ten downregulated miRNAs that were altered in P7 *Ercc1*^−/−^ MEFs compared to P3 MEFs grown at 3% O_2_ (Table 3) for validation by qRT-PCR analysis. This subset of 17 miRNAs was selected because they are known to have human homologs based on the miRBase database [45-48]. Of the seven upregulated miRNAs, three (miR-680, miR-320 and miR-22) were confirmed to be upregulated by qRT-PCR analysis (Supplemental Figure 2A). The other miRNAs showed either no significant change or were found to be downregulated as determined by qRT-PCR analysis. Ten down-regulated miRNAs were confirmed to be downregulated by qRT-PCR analysis (Supplemental Figure 2B). 

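MiR-497, a member of the miR-15/16 family, had a log2 signal of 4.76 ± 0.58 (SD, n = 2) in P7 *Ercc1*-/- MEFs in 3% O_2_, 7.19 ± 0.04 (SD, n = 2) in P7 WT MEFs and 6.83 ± 0.26 (SD, n = 2) in P3 *Ercc1*-/- MEFs. Its change was -2.44 (SE 0.63, adjusted p = 0.28 by limma, -2.82 on slide 1 and -2.06 on slide 2) against WT and -2.07 (SE 0.63, adjusted p = 0.0808, -2.30 and -1.85 on the slides) against P3. With the replicate as a block the adjusted p were 0.261 and 0.0421. MiR-455* was at least 2.09-fold lower than in P7 WT MEFs (adjusted p = 0.988). MiR-543, from the Dlk1-Dio3 imprinted cluster, was at least 2.21-fold lower than in P3 *Ercc1*-/- MEFs (adjusted p = 0.097, and 0.0369 with the block). Both comparisons use the same 2 arrays of P7 *Ercc1*-/- MEFs in 3% O_2_, so they are not independent. The difference between the passage change of *Ercc1*-/- and that of WT MEFs in 3% O_2_ was -2.95 (SE 0.89) for miR-497 and at least 2.23 on the log2 scale, also negative, for miR-455*, each with an adjusted p of 0.975. Limma called 0 miRNAs for that difference, and 5 had an unadjusted p under 0.05.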

MiR-455*, miR-497 and miR-543 were significantly downregulated in P7 *Ercc1*^−/−^ MEFs compared to P7 WT MEFs (Table 1) and P7 versus P3 *Ercc1*^−/−^ MEFs (Table 3)grown at 3% O_2_, suggesting that these miRNAs may be dysregulated as a result of deficient DNA repair and/or sequential passaging.

We also confirmed that miR-467a was overexpressed in P7 *Ercc1*^−/−^ versus WT MEFs grown in 20% O_2_ usingqRT-PCR (Supplemental Figure 3A) and observed that it was also overexpressed in P7 versus P3 *Ercc1*^−/−^ MEFs grown in 20% O_2_, despite not appearing in our microarray data (Supplemental Figure 3B). Additionally, because miR-129-5p was the only miRNA dysregulated in the comparison of our most senescent to least senescent cells, we examined expression of this miRNA via qRT-PCR and confirmed that it is over-expressed in P7 *Ercc1*^−/−^ MEFs in 20% O_2_ compared to P3 WT MEFs in 3% O_2_ (Supplemental Figure 4).

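Of the 51 changes that the paper names on the arrays, 31 are decreases and 20 are increases. In *Ercc1*-/- MEFs between P3 and P7, 30 higher and 44 lower miRNAs had an unadjusted p under 0.05 in 3% O_2_, among them the lower let-7e and miR-322, and 45 higher and 41 lower in 20% O_2_. The mean unscaled log2 signal over the 57 miRNAs above background on all arrays was 7.90 ± 1.22 (SD, n = 8) on the P7 arrays and 8.82 ± 0.92 (SD, n = 8) on the P3 arrays, a difference of -0.92 (exact permutation test, two-sided p = 0.111, 0.557 after Benjamini-Hochberg adjustment over 6 tests). It was -0.70 on slide 1 (exact p = 0.0286, the smallest that 4 arrays against 4 allow) and -1.14 on slide 2 (exact p = 0.114). With the arrays permuted within slides, a test chosen after the slides were seen to differ (by 1.62 in signal), the exact p was 0.0147 (0.0882 after the same adjustment), and 7 of 8 pairs of P7 and P3 arrays matched by slide, genotype and oxygen had the lower signal at P7. The difference was -1.19 and -2.00 in *Ercc1*-/- MEFs and -0.20 and -0.28 in WT MEFs on slides 1 and 2. The number of mouse miRNAs above background was 182 ± 48.6 (SD, n = 8) on the P7 arrays, and its difference from the P3 arrays (SD 44.3, n = 8) was -32.1 (exact p = 0.186, and 0.0490 within slides, 0.147 after adjustment). Between *Ercc1*-/- and WT arrays the difference was -0.17 in signal (exact p = 0.781) and -1.38 in number (exact p = 0.959). Scaling the arrays to one mean removes any change that all miRNAs share, so that scaled values show only changes of one miRNA against the others. The P3 arrays lie in the first line of positions of each slide and the P7 arrays in the second, so the position and the passage cannot be told apart.

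**Figure D4:**
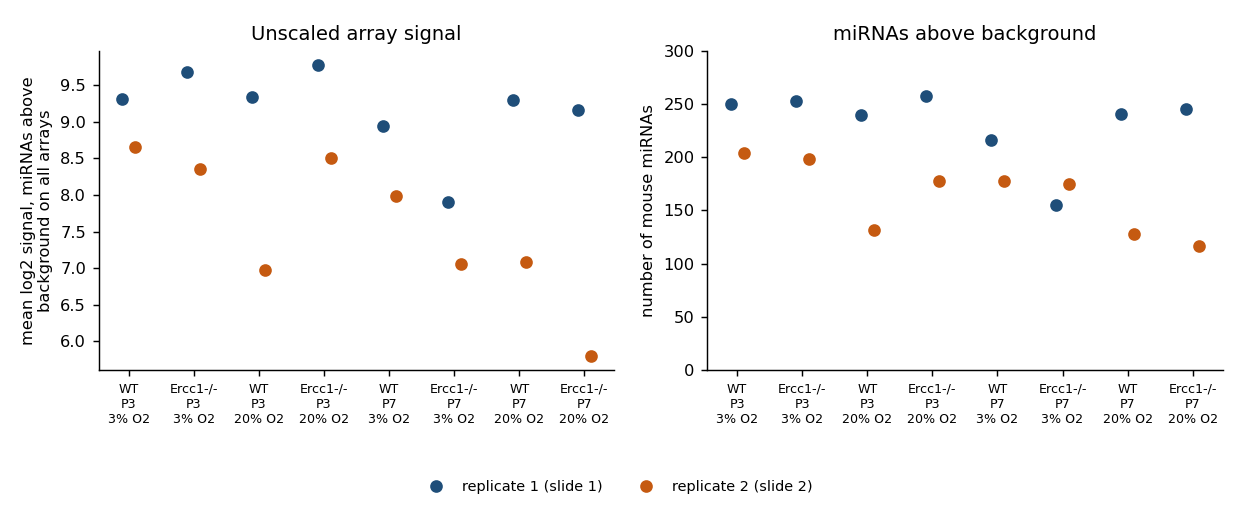
Mean unscaled log2 signal over the miRNAs above background on all arrays, and number of mouse miRNAs above background, for each of the 16 arrays by group. Points are arrays coloured by slide. The array of P7 *Ercc1*-/- MEFs in 20% O_2_ on slide 2 has the lowest signal, 5.80, and the lowest number, 117.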

Because the majority of miRNAs identified as dysregulated in ERCC1-depleted cells and tissue or old WT mice were downregulated rather than upregulated, we also measured expression of Dicer, which is required for miRNA biogenesis (Supplemental Figure 5A). Notably, levels of Dicer mRNA were significantly reduced in old WT mouse liver compared to tissue from young mice and in late passage MEFs compared to early passage (Supplemental Figure 5B). Therefore downregulation of numerous miRNAs with senescence and aging may arise as a consequence of reduced miRNA biosynthesis due to reduced Dicer expression.

### Senescence-associated miRNAs identified in *Ercc1*^−/−^ MEFs are downregulated in the livers of progeroid mice

The liver of 20 week-old progeroid *Ercc1*^−/Δ^ mice and 26 month-old WT mice show signs of profound cellular senescence [35]. This offers a unique opportunity to determine if the miRNA identified to correlate with senescence in vitro might play a role in senescence and aging in vivo. We analyzed the levels of 13 miRNAs confirmed to be dysregulated in P7 *Ercc1*^−/−^ MEFs compared to P3 *Ercc1*^−/−^ MEFs (miR-680, miR-320, miR-22, miR-449a, miR-455*, miR-675-3p, miR-128, miR-497, miR-543, miR-450b-3p, miR-872, miR-369-5p and miR-10b) in RNA samples prepared from the livers of WT young (20 weeks), the progeroid *Ercc1*^−/Δ^ mice, and WT old mice (30 months). Of the ten miRNAs downregulated in *Ercc1*^−/−^ MEFs, eight (miR-449a, miR-455*, miR-128, miR-497, miR-543, miR-450b-3p, miR-872 and miR-10b) were also down-regulated in both the progeroid and old WT mouse livers compared to the WT young (20 week) control mouse livers (Figure 1). The two remaining miRNAs downregulated in *Ercc1*^−/−^ MEFs, miR-369-5p and miR-675-3p, showed no expression changes in *Ercc1*^−/Δ^ mouse livers (data not shown). Three miRNAs (miR-680, miR-320, and miR-22) which were upregulated in P7 compared to P3 *Ercc1*^−/−^ MEFs (Table 4) as measured by microarray did not show upregulation in livers from progeroid and WT old mice compared to young WT controls as measured by qRT-PCR (data not shown).

### Three senescence-associated miRNAs identified in *Ercc1*^−/−^ MEFs are also downregulated in progeroid mice kidneys

In addition to severe liver abnormalities, ERCC1-deficient mice also develop significant renal dysfunction, as demonstrated by increased proteinuria and creatinine levels [32]. Renal histopathology is evident, including dilated renal tubules, nuclear abnormalities and fibrosis [33]. We examined RNA prepared from kidneys of young (20 weeks) *Ercc1*^−/Δ^ and WT mice, and old (30 months) WT mice to determine whether any of the aging-associated miRNAs we identified in this study were similarly dysregulated in the kidney tissue. Of the 8 downregulated miRNAs in *Ercc1*^−/Δ^ and WT old mouse liver compared to WT young mouse liver (Figure 1), three miRNAs (miR-449a, miR-455*, miR-128) were also downregulated in the kidneys of progeroid mice compared to WT young mice (Figure 2). Interestingly, these three miRNAs were also downregulated in the kidneys of old WT mice compared to the young WT mice (Figure 2), further strengthening the conclusion that these miRNAs may be aging-associated.

## DISCUSSION

This study is the first characterization of miRNA profiles in the mouse model of the XFE progeroid syndrome, enabling identification of miRNAs that are dysregulated as a consequence of cellular senescence and aging driven by endogenous DNA damage. We also compared the expression of differentially expressed miRNAs in liver and kidney tissues of *Ercc1*^−/Δ^ and WT old mice to those of young WT controls and found similarities between the progeroid and old mice. *Ercc1*^−/Δ^ mice have been established as a useful model for studying diseases of aging such as peripheral neuropathy, osteoporosis, intervertebral disk degeneration, and sarcopenia [49-51]. These studies showed that the rapid aging of *Ercc1*^−/Δ^ mice is very similar to that of normally aged mice. Herein we show that several downregulated miRNAs in the ERCC1-deficient mouse model of progeria are also down-regulated during normal murine aging. We focused on the liver and kidney since these organs are significantly affected in normal and accelerated aging and demonstrate accumulation of senescent cells [35]. Eight miRNAs (miR-449a, miR-455*, miR-128, miR-497, miR-543, miR-450b-3p, miR-872 and miR-10b) are significantly downregulated in the livers of progeroid *Ercc1*^−/Δ^ and naturally aged mice compared to young adult mice (Figure 1). The mice are genetically identical with the exception of the *Ercc1* mutation and in an f1 background (50:50 mix of C57Bl/6 and FVB). These data strongly support the conclusion that these miRNAs are dysregulated due to accelerated and natural aging. Three of these miRNAs (miR-128, miR-449a and miR-455*) were also downregulated in the kidneys of progeroid and WT old mouse compared to the young WT mouse kidneys (Figure 2). Both the liver and kidney of progeroid ERCC1-deficient mice and old WT mice show aging-related functional and degenerative changes as well as profound cellular senescence [35, 52]. Consistently, the same miRNAs were detected as downregulated in late passage *Ercc1*^−/−^ MEFs (Table 3). 

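In *Ercc1*-/- MEFs in 3% O_2_, miR-128, a neural miRNA, was above background on 0 of 2 P7 arrays and 1 of 2 P3 arrays. Its log2 signal was 2.31 ± 0.28 (SD, n = 2) at P3 and at the floor at P7, and it was not above background on both arrays of any group, so it was not tested. MiR-449a was below background on all 4 arrays with every value at the floor, and no fold can be given. Of other miRNAs that the paper measured in liver, miR-872 was at least 3.78-fold lower at P7 (adjusted p = 0.0808 by limma, and 0.0416 with the replicate as a block), and with the block miR-450b-3p, miR-497, miR-543, miR-10b and miR-369-5p were called too. MiR-455* (adjusted p = 0.142 with the block), miR-675-3p (0.296), miR-680 (0.0571), miR-22 (0.0587) and miR-320 (0.0786) were not. By qRT-PCR the paper found miR-449a and miR-128, with others, lower in P7 than in P3 *Ercc1*-/- MEFs. From the lower levels in late passage MEFs together with its measurements in liver and kidney, the paper proposes a part in senescence and aging for the miRNAs it found lower in cells and tissue, or their use as markers.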

The combination of in vitro and in vivo data strongly point to the conclusion that these miRNAs play a role in driving cellular senescence and aging, or are powerful biomarkers of these physiological changes.

Previously confirmed gene targets of the miRNAs identified in this study that are linked to cellular senescence and aging (miR-449a, miR-455*, miR-128, miR-497, miR-543, miR-450b-3p, miR-872 and miR-10b) are listed in Supplemental Table S1. Several of the 43 gene targets such as Sirt1, Bcl2, Sod1, and Myc are involved in cell cycle control and cellular stress responses. Genes associated with cellular senescence as well as p53 downstream targets (Ccnd1, Cdk6) are also target genes. This list of potential miRNA targets is consistent with a possible role of these miRNAs in cellular senescence and aging.

Three miRNAs (miR-128, miR-449a and miR-455*) are downregulated in late passage MEFs as well as liver and kidney tissues of both progeroid *Ercc1*^−/Δ^ and WT old mice. MiR-128 is known to promote cell survival [53]. MiR-449a targets critical cell cycle regulatory proteins such as Cyclin D1 [54, 55]. Interestingly, it was shown that high Cyclin D1 expression is observed in senescent cells exhibiting a “pseudo-DNA damage response” and that Cyclin D1 is overexpressed in fibroblasts undergoing replicative senescence [56, 57]. These observations are in line with our results that miR-449a is downregulated in senescent cells. The transcription factor, Hnf4a, is a target of miR-449a in liver cells [58]. Hnf4a is essential to liver development and maintenance, and when suppressed, it can cause epigenetic changes that lead to increased incidence of hepatocellular cancer [59 Reduced expression of miR-449 in aging liver would increase Hnf4a expression, possibly preventing hepatocyte transformation.

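MiR-10b, which lies in the HoxD gene cluster, was below background on both P7 arrays of *Ercc1*-/- MEFs in 3% O_2_ and had a log2 signal of 5.19 ± 0.51 (SD, n = 2) at P3. It was at least 7.23-fold lower at P7 (adjusted p = 0.0808 by limma, and 0.0232 with the replicate as a block). In *Ercc1*-/- MEFs in 20% O_2_ its change was -3.42 (SE 1.03, adjusted p = 0.099, and 0.057 with the block, -2.97 on slide 1 and -3.87 on slide 2). In WT MEFs it was -2.80 (SE 1.03, adjusted p = 0.575) in 3% O_2_ and -2.58 (SE 1.03, adjusted p = 0.542, -0.43 on slide 1 and -4.73 on slide 2) in 20% O_2_. Averaged over both genotypes and oxygen levels, miR-10b fell by at least 2.91 on the log2 scale (adjusted p = 0.00314, and 0.00125 with the block). The related miR-10a, from the HoxB gene cluster, fell by at least 2.54 in the same average (adjusted p = 0.00164).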

MiR-10b, which we detected as significantly downregulated in senescent MEFs and aged liver, is upregulated in breast cancer and gliomas and its expression closely correlates with tumor cell metastatic potential [60]. It is possible that dysregulation of one or more of the above miRNAs may result in reduced cell growth and increased cellular senescence through their regulation of target genes. Less is known about the cellular targets and function of miR-450b-3p, miR-455*, miR-543 and miR-872 (all downregulated in our studies).

Since the majority of differentially expressed miRNA identified in this study were downregulated in senescence and aging, we examined Dicer expression and found it to be downregulated in senescent MEFs (Supplemental Figure 5A). Dicer protein and mRNA transcript were significantly downregulated in normally aged mice white adipose tissues and elderly human preadipocytes [61]. A recent study showed an approximately two-fold downregulation of Dicer expression in senescent human umbilical vein endothelial cells compared to early passage cells, further implicating a role for Dicer downregulation in senescence and aging [62].

The *Zmpste24*^−/−^ mouse model of Hutchinson-Gilford progeria demonstrates miR-29b is upregulated in liver and muscle of both progeroid and normally aged mice [43] MiR-29b is a positive regulator of the p53-mediated DNA damage response. The paper by Ugalde et al. was the first to use a progeroid mouse models in identifying miRNAs that regulate DNA repair processes and senescence. Another study using murine and *Caenorhabditis elegans* models of the progeroid disease Werner Syndrome identified miR-124 as modulator of reactive oxygen species and ATP production [63]. Our study further underscores the utility of rapid aging mouse models to study miRNA dysregulation in aging and cellular senescence. We have used a progeroid model of endogenous DNA damage accumulation to identify miRNA dysregulation common to both the Ercc1-deficient mouse model of progeria and normal mouse aging in liver and kidney tissues.

In summary, we identified several miRNAs that are similarly dysregulated in senescent primary MEFs and senescent tissues of progeroid and naturally aged mice (miR-449a, miR-455*, miR-128, miR-497, miR-543, miR-450b-3p, miR-872 and miR-10b). We have shown that Dicer expression is downregulated in senescence induced by genotoxic stress, and that the miRNA downregulation that we observe in this study could be a consequence of global miRNA downregulation. These miRNA are promising as biomarkers of aging and factors that may be critical for preventing cell senescence and aging-related degenerative changes in response to genotoxic stress.

## EXPERIMENTAL PROCEDURES

### Animal Care and Experimentation

All experiments involving mouse tissues and cells were approved by the University of Pittsburgh Institutional Animal Care and Use Committee and were in accordance with NIH guidelines for humane care of animals. *Ercc1*^−/−^ and *Ercc1*^−/Δ^ mice were bred and genotyped as previously described [39].ll mice used for tissue miRNA qRT-PCR analysis were in a f1 mixed genetic background (FVB/n:C57Bl/6). Twenty-week old progeroid *Ercc1*^−/Δ^ mice along with age-matched WT littermates with aged (30 month) WT mice were euthanized by CO_2_ inhalation and tissues were excised and flash-frozen in liquid nitrogen. Three mice of each genotype were used for subsequent qRT-PCR analysis. The livers and kidneys were homogenized with a hand-held homogenizer (Omni International, Kennesaw, GA, USA) and RNA was extracted using the Ultraspec RNA Isolation System (Biotecx, Houston, TX, USA). Following isolation, RNA quantity was measured using a Nanodrop (Thermo Fisher Scientific Inc., Waltham, MA, USA). RNA quality was assessed by formaldehyde-agarose gel electrophoresis.

### Primary Mouse Embryonic Fibroblasts

The following primary cells were used: wild-type (WT) isogenic mouse embryonic fibroblasts (MEFs) and *Ercc1*^−/−^ (KO) MEFs derived from 13.5-day embryos with a 50:50 C57Bl/6:FVB/n background. Cells were serially passaged at either 3% or 20% O_2_ to passage 3 or passage 7, pelleted and total RNA extracted using the Ultraspec RNA Isolation System. Two independent cell lines were used for microarray and qRT-PCR analysis.

### MicroRNA Microarray

MicroRNA microarray studies were performed using 100 nanograms of total RNA obtained from WT and *Ercc1*^−/−^ MEFs grown to P3 and P7 in 3% or 20% O_2_. Two independent cell lines were used for each sample and both cell lines were analyzed via microarray. We used the Agilent mouse miRNA microarrays (V2) (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer's instructions. Each microarray contains sixteen to twenty oligonucleotide probes for each of the 627 mouse miRNAs and 39 mouse viral miRNAs based on the Sanger database version 12. The array contains 281 positive controls consisting of high-signal endogenous mouse-specific probes, and 434 negative controls consisting of random sequences that have low signal and poor hybridization to mouse RNA. RNA was isolated from MEFs using the Ultraspec RNA Isolation System, dephosphorylated with calf intestinal alkaline phosphatase, and then denatured with dimethyl sulfoxide. The 3' ends were then ligated to a Cyanine3-pCp molecule using T4 RNA ligase. Labeled RNA was purified using a MicroBio-spin 6 column containing Bio-Gel P-6 in Tris buffer (Bio-Rad Laboratories, Inc. Hercules, CA, USA). The labeled RNA samples were hybridized to Agilent microarray slides at 55°C for 20 hours. Following hybridization, the slides were washed with Agilent-supplied Gene Expression Wash Buffers 1 and 2. Slides were immediately scanned with an Agilent Microarray Scanner.

### Microarray Statistical Analysis

After scanning, images were processed using Agilent's Feature Extraction Software, version 9.5.3. Extracted data were exported into Agilent's GeneSpring GX version 10 software and microarray data was log_2_ transformed and normalized to the mean of each array. An unpaired t-test with unequal variance was used to identify differentially expressed miRNAs (P< 0.05). We selected microRNAs with 2-fold or greater changes for further study. Microarray experiments conform to Minimum Information About a Microarray Experiment (MAIME) guidelines and a full data set has been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO).

### Real-Time Quantitative Reverse-Transcriptase Poly-merase Chain Reaction (qRT-PCR) analysis

QRT-PCR analysis was performed on total RNA prepared by Ultraspec RNA isolation by using a two-step individual Mature TaqmanŴ MicroRNA Assays kit (Applied Biosystems, Foster City, CA, USA) and the Real-Time Thermocycler iQ5 (Bio-Rad, Hercules, CA, USA). All qRT-PCR assays were performed according to manufacturer's instructions and miRNA expression levels were normalized to snoRNA135. For all experiments, two independent cell lines were used and all assays were performed in triplicate. Relative expression was calculated using the 2^−ΔΔCT^ method [64]. Welch's unpaired *t* test with 95% confidence intervals was performed for statistical analysis of all qRT-PCR experiments using Prism software (GraphPad Software, Inc., La Jolla, CA, USA).

Dicer expression in primary MEFs and mouse livers was quantified via qRT-PCR using the iScript One-Step RT-PCR Kit with SYBR Green (BioRad) in accordance with the manufacturer's instructions. Dicer mRNA was amplified using the forward primer sequence 5'-GGAA GCAGCCAACAAAAGAG- 3' and the reverse primer 5'-TGAGGGTTTTCTCTGCGTCT-3', amplifying a 145-bp region. Dicer mRNA levels were normalized to the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene, using the forward primer 5'-AACTTTGGCATT GTGGAAGG-3' and the reverse primer5'-GGATGCAGGGATGATGTTCT-3', amplify-ing a 132-bp region. DNase I-treated total RNA (1 Ɓg) was used for each reaction, and all the reactions were performed in triplicate. Relative Dicer mRNA expression was calculated using 2^−ΔΔCT^ values [64]. Welch's unpaired *t* test with 95% confidence intervals was performed for statistical analysis of all qRT-PCR experiments using Prism software (GraphPad Software, Inc., La Jolla, CA, USA).

## SUPPLEMENTAL DATA

## References

[R1] Wu L, Belasco JG (2008). Let me count the ways: mechanisms of gene regulation by miRNAs and siRNAs. Molecular cell.

[R2] Rivas FV, Tolia NH, Song JJ, Aragon JP, Liu J, Hannon GJ, Joshua-Tor L (2005). Purified Argonaute2 and an siRNA form recombinant human RISC. Nat Struct Mol Biol.

[R3] Kim VN, Han J, Siomi MC (2009). Biogenesis of small RNAs in animals. Nature reviews Molecular cell biology.

[R4] Iorio MV, Croce CM (2012). Causes and consequences of microRNA dysregulation. Cancer journal (Sudbury, Mass).

[R5] Rodier F, Campisi J (2011). Four faces of cellular senescence. J Cell Biol.

[R6] Martens UM, Chavez EA, Poon SS, Schmoor C, Lansdorp PM (2000). Accumulation of short telomeres in human fibroblasts prior to replicative senescence. Experimental cell research.

[R7] Serrano M, Lin AW, McCurrach ME, Beach D, Lowe SW (1997). Oncogenic ras provokes premature cell senescence associated with accumulation of p53 and p16INK4a. Cell.

[R8] Di Leonardo A, Linke SP, Clarkin K, Wahl GM (1994). DNA damage triggers a prolonged p53-dependent G1 arrest and long-term induction of Cip1 in normal human fibroblasts. Genes … development.

[R9] Chang BD, Broude EV, Fang J, Kalinichenko TV, Abdryashitov R, Poole JC, Roninson IB (2000). p21Waf1/Cip1/Sdi1-induced growth arrest is associated with depletion of mitosis-control proteins and leads to abnormal mitosis and endoreduplication in recovering cells. Oncogene.

[R10] Pospelova TV, Demidenko ZN, Bukreeva EI, Pospelov VA, Gudkov AV, Blagosklonny MV (2009). Pseudo-DNA damage response in senescent cells. Cell cycle.

[R11] Demidenko ZN, Blagosklonny MV (2008). Growth stimulation leads to cellular senescence when the cell cycle is blocked. Cell cycle.

[R12] Rodier F, Coppe JP, Patil CK, Hoeijmakers WA, Munoz DP, Raza SR, Freund A, Campeau E, Davalos AR, Campisi J (2009). Persistent DNA damage signalling triggers senescence-associated inflammatory cytokine secretion. Nat Cell Biol.

[R13] Sharpless NE (2004). Ink4a/Arf links senescence and aging. Experimental gerontology.

[R14] Baker DJ, Wijshake T, Tchkonia T, LeBrasseur NK, Childs BG, van de Sluis B, Kirkland JL, van Deursen JM (2011). Clearance of p16Ink4a-positive senescent cells delays ageing-associated disorders. Nature.

[R15] Bhaumik D, Scott GK, Schokrpur S, Patil CK, Orjalo AV, Rodier F, Lithgow GJ, Campisi J (2009). MicroRNAs miR-146a/b negatively modulate the senescence-associated inflammatory mediators IL-6 and IL-8. Aging.

[R16] Xu D, Takeshita F, Hino Y, Fukunaga S, Kudo Y, Tamaki A, Matsunaga J, Takahashi RU, Takata T, Shimamoto A, Ochiya T, Tahara H (2011). miR-22 represses cancer progression by inducing cellular senescence. J Cell Biol.

[R17] Abdelmohsen K, Srikantan S, Tominaga K, Kang MJ, Yaniv Y, Martindale JL, Yang X, Park SS, Becker KG, Subramanian M, Maudsley S, Lal A, Gorospe M (2012). Growth inhibition by miR-519 via multiple p21-inducing pathways. Mol Cell Biol.

[R18] Mancini M, Saintigny G, Mahe C, Annicchiarico-Petruzzelli M, Melino G, Candi E (2012). MicroRNA-152 and -181a participate in human dermal fibroblasts senescence acting on cell adhesion and remodeling of the extra-cellular matrix. Aging.

[R19] Mudhasani R, Zhu Z, Hutvagner G, Eischen CM, Lyle S, Hall LL, Lawrence JB, Imbalzano AN, Jones SN (2008). Loss of miRNA biogenesis induces p19Arf-p53 signaling and senescence in primary cells. J Cell Biol.

[R20] Rizzo M, Evangelista M, Simili M, Mariani L, Pitto L, Rainaldi G (2011). Immortalization of MEF is characterized by the deregulation of specific miRNAs with potential tumor suppressor activity. Aging.

[R21] Brown-Borg HM, Borg KE, Meliska CJ, Bartke A (1996). Dwarf mice and the ageing process. Nature.

[R22] Kimura KD, Tissenbaum HA, Liu Y, Ruvkun G (1997). daf-2, an insulin receptor-like gene that regulates longevity and diapause in Caenorhabditis elegans. Science.

[R23] Flurkey K, Papaconstantinou J, Harrison DE (2002). The Snell dwarf mutation Pit1(dw) can increase life span in mice. Mech Ageing Dev.

[R24] Maes OC, An J, Sarojini H, Wang E (2008). Murine microRNAs implicated in liver functions and aging process. Mech Ageing Dev.

[R25] Inukai S, de Lencastre A, Turner M, Slack F (2012). Novel microRNAs differentially expressed during aging in the mouse brain. PLoS One.

[R26] Bates DJ, Li N, Liang R, Sarojini H, An J, Masternak MM, Bartke A, Wang E (2010). MicroRNA regulation in Ames dwarf mouse liver may contribute to delayed aging. Aging Cell.

[R27] Li X, Khanna A, Li N, Wang E (2011). Circulatory miR34a as an RNAbased, noninvasive biomarker for brain aging. Aging.

[R28] Khanna A, Muthusamy S, Liang R, Sarojini H, Wang E (2011). Gain of survival signaling by down-regulation of three key miRNAs in brain of calorie-restricted mice. Aging.

[R29] ElSharawy A, Keller A, Flachsbart F, Wendschlag A, Jacobs G, Kefer N, Brefort T, Leidinger P, Backes C, Meese E, Schreiber S, Rosenstiel P, Franke A (2012). Genome-wide miRNA signatures of human longevity. Aging Cell.

[R30] Gombar S, Jung HJ, Dong F, Calder B, Atzmon G, Barzilai N, Tian XL, Pothof J, Hoeijmakers JH, Campisi J, Vijg J, Suh Y (2012). Comprehensive microRNA profiling in B-cells of human centenarians by massively parallel sequencing. BMC genomics.

[R31] Sheinerman KS, Tsivinsky VG, Crawford F, Mullan MJ, Abdullah L, Umansky SR (2012). Plasma microRNA biomarkers for detection of mild cognitive impairment. Aging.

[R32] Niedernhofer LJ, Garinis GA, Raams A, Lalai AS, Robinson AR, Appeldoorn E, Odijk H, Oostendorp R, Ahmad A, van Leeuwen W, Theil AF, Vermeulen W, van der Horst GT (2006). A new progeroid syndrome reveals that genotoxic stress suppresses the somatotroph axis. Nature.

[R33] Lawrence NJ, Sacco JJ, Brownstein DG, Gillingwater TH, Melton DW (2008). A neurological phenotype in mice with DNA repair gene Ercc1 deficiency. DNA repair.

[R34] Dollé MET, Kuiper RV, Roodbergen M, Robinson J, Vlugt Sd, Wijnhoven SWP, Beems RB, Fonteyne Ldl, With Pd, Pluijm Ivd, Niedernhofer LJ, Hasty P, Vijg J (2011). Broad segmental progeroid changes in short-lived Ercc1 −/ … Delta;7 mice.

[R35] Gregg SQ, Gutierrez V, Rasile Robinson A, Woodell T, Nakao A, Ross MA, Michalopoulos GK, Rigatti L, Rothermel CE, Kamileri I, Garinis GA, Beer Stolz D, Niedernhofer LJ (2012). A mouse model of accelerated liver aging caused by a defect in DNA repair. Hepatology.

[R36] Borgesius NZ, de Waard MC, van der Pluijm I, Omrani A, Zondag GC, van der Horst GT, Melton DW, Hoeijmakers JH, Jaarsma D, Elgersma Y (2011). Accelerated age-related cognitive decline and neurodegeneration, caused by deficient DNA repair. The Journal of neuroscience : the official journal of the Society for Neuroscience.

[R37] Moggs JG, Yarema KJ, Essigmann JM, Wood RD (1996). Analysis of incision sites produced by human cell extracts and purified proteins during nucleotide excision repair of a 1,3-intrastrand d(GpTpG)-cisplatin adduct. J Biol Chem.

[R38] Bhagwat N, Olsen AL, Wang AT, Hanada K, Stuckert P, Kanaar R, D'Andrea A, Niedernhofer LJ, McHugh PJ (2009). XPF-ERCC1 participates in the Fanconi anemia pathway of cross-link repair. Mol Cell Biol.

[R39] Ahmad A, Robinson AR, Duensing A, van Drunen E, Beverloo HB, Weisberg DB, Hasty P, Hoeijmakers JH, Niedernhofer LJ (2008). ERCC1-XPF endonuclease facilitates DNA double-strand break repair. Mol Cell Biol.

[R40] Wang J, Clauson CL, Robbins PD, Niedernhofer LJ, Wang Y (2012). The oxidative DNA lesions 8,5'-cyclopurines accumulate with aging in a tissue-specific manner. Aging Cell.

[R41] Parrinello S, Samper E, Krtolica A, Goldstein J, Melov S, Campisi J (2003). Oxygen sensitivity severely limits the replicative lifespan of murine fibroblasts. Nat Cell Biol.

[R42] Weeda G, Donker I, de Wit J, Morreau H, Janssens R, Vissers CJ, Nigg A, van Steeg H, Bootsma D, Hoeijmakers JH (1997). Disruption of mouse ERCC1 results in a novel repair syndrome with growth failure, nuclear abnormalities and senescence. Curr Biol.

[R43] Ugalde AP, Ramsay AJ, de la Rosa J, Varela I, Marino G, Cadinanos J, Lu J, Freije JM, Lopez-Otin C (2011). Aging and chronic DNA damage response activate a regulatory pathway involving miR-29 and p53. EMBO J.

[R44] Tilstra JS, Robinson AR, Wang J, Gregg SQ, Clauson CL, Reay DP, Nasto LA, St Croix CM, Usas A, Vo N, Huard J, Clemens PR, Stolz DB (2012). NF-kappaB inhibition delays DNA damage-induced senescence and aging in mice. J Clin Invest.

[R45] Griffiths-Jones S (2004). The microRNA Registry. Nucleic Acids Research.

[R46] Griffiths-Jones S, Grocock RJ, van Dongen S, Bateman A, Enright AJ (2006). miRBase: microRNA sequences, targets and gene nomenclature. Nucleic Acids Research.

[R47] Griffiths-Jones S, Saini HK, van Dongen S, Enright AJ (2008). miRBase: tools for microRNA genomics. Nucleic Acids Research.

[R48] Kozomara A, Griffiths-Jones S (2011). miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Research.

[R49] Goss JR, Stolz DB, Robinson AR, Zhang M, Arbujas N, Robbins PD, Glorioso JC, Niedernhofer LJ (2011). Premature aging-related peripheral neuropathy in a mouse model of progeria. Mech Ageing Dev.

[R50] Vo N, Seo HY, Robinson A, Sowa G, Bentley D, Taylor L, Studer R, Usas A, Huard J, Alber S, Watkins SC, Lee J, Coehlo P (2010). Accelerated aging of intervertebral discs in a mouse model of progeria. Journal of orthopaedic research : official publication of the Orthopaedic Research Society.

[R51] Lavasani M, Robinson AR, Lu A, Song M, Feduska JM, Ahani B, Tilstra JS, Feldman CH, Robbins PD, Niedernhofer LJ, Huard J (2012). Muscle-derived stem/progenitor cell dysfunction limits healthspan and lifespan in a murine progeria model. Nature communications.

[R52] Selfridge J, Hsia KT, Redhead NJ, Melton DW (2001). Correction of liver dysfunction in DNA repair-deficient mice with an ERCC1 transgene. Nucleic Acids Res.

[R53] Papagiannakopoulos T, Friedmann-Morvinski D, Neveu P, Dugas JC, Gill RM, Huillard E, Liu C, Zong H, Rowitch DH, Barres BA, Verma IM, Kosik KS (2012). Pro-neural miR-128 is a glioma tumor suppressor that targets mitogenic kinases. Oncogene.

[R54] Noonan EJ, Place RF, Basak S, Pookot D, Li LC (2010). miR-449a causes Rb-dependent cell cycle arrest and senescence in prostate cancer cells. Oncotarget.

[R55] Bou Kheir T, Futoma-Kazmierczak E, Jacobsen A, Krogh A, Bardram L, Hother C, Gronbaek K, Federspiel B, Lund AH, Friis-Hansen L (2011). miR-449 inhibits cell proliferation and is down-regulated in gastric cancer. Molecular cancer.

[R56] Leontieva OV, Lenzo F, Demidenko ZN, Blagosklonny MV (2012). Hyper-mitogenic drive coexists with mitotic incompetence in senescent cells. Cell cycle.

[R57] Lucibello FC, Sewing A, Brusselbach S, Burger C, Muller R (1993). Deregulation of cyclins D1 and E and suppression of cdk2 and cdk4 in senescent human fibroblasts. Journal of cell science.

[R58] Ramamoorthy A, Li L, Gaedigk A, Bradford LD, Benson EA, Flockhart DA, Skaar TC (2012). In silico and in vitro identification of microRNAs that regulate hepatic nuclear factor 4alpha expression. Drug metabolism and disposition: the biological fate of chemicals.

[R59] Hatziapostolou M, Polytarchou C, Aggelidou E, Drakaki A, Poultsides GA, Jaeger SA, Ogata H, Karin M, Struhl K, Hadzopoulou-Cladaras M, Iliopoulos D (2011). An HNF4alpha-miRNA inflammatory feedback circuit regulates hepatocellular oncogenesis. Cell.

[R60] Gabriely G, Yi M, Narayan RS, Niers JM, Wurdinger T, Imitola J, Ligon KL, Kesari S, Esau C, Stephens RM, Tannous BA, Krichevsky AM (2011). Human glioma growth is controlled by microRNA-10b. Cancer Res.

[R61] Mori MA, Raghavan P, Thomou T, Boucher J, Robida-Stubbs S, Macotela Y, Russell SJ, Kirkland JL, Blackwell TK, Kahn CR (2012). Role of microRNA processing in adipose tissue in stress defense and longevity. Cell metabolism.

[R62] Dellago H, Preschitz-Kammerhofer B, Terlecki-Zaniewicz L, Schreiner C, Fortschegger K, Chang MW, Hackl M, Monteforte R, Kuhnel H, Schosserer M, Gruber F, Tschachler E, Scheideler M (2013). High levels of oncomiR-21 contribute to the senescence-induced growth arrest in normal human cells and its knock-down increases the replicative lifespan. Aging Cell.

[R63] Dallaire A, Garand C, Paquel ER, Mitchell SJ, de Cabo R, Simard MJ, Lebel M (2012). Down regulation of miR-124 in both Werner syndrome DNA helicase mutant mice and mutant Caenorhabditis elegans wrn-1 reveals the importance of this microRNA in accelerated aging. Aging.

[R64] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[R65] Zhu Y, Yu F, Jiao Y, Feng J, Tang W, Yao H, Gong C, Chen J, Su F, Zhang Y, Song E (2011). Reduced miR-128 in breast tumor-initiating cells induces chemotherapeutic resistance via Bmi-1 and ABCC5. Clinical cancer research : an official journal of the American Association for Cancer Research.

[R66] Adlakha YK, Saini N (2011). MicroRNA-128 downregulates Bax and induces apoptosis in human embryonic kidney cells. Cellular and molecular life sciences : CMLS.

[R67] Donzelli S, Fontemaggi G, Fazi F, Di Agostino S, Padula F, Biagioni F, Muti P, Strano S, Blandino G (2012). MicroRNA-128-2 targets the transcriptional repressor E2F5 enhancing mutant p53 gain of function. Cell Death Differ.

[R68] Guidi M, Muinos-Gimeno M, Kagerbauer B, Marti E, Estivill X, Espinosa-Parrilla Y (2010). Overexpression of miR-128 specifically inhibits the truncated isoform of NTRK3 and upregulates BCL2 in SH-SY5Y neuroblastoma cells. BMC molecular biology.

[R69] Shi ZM, Wang J, Yan Z, You YP, Li CY, Qian X, Yin Y, Zhao P, Wang YY, Wang XF, Li MN, Liu LZ, Liu N (2012). MiR-128 inhibits tumor growth and angiogenesis by targeting p70S6K1. PLoS One.

[R70] Lize M, Klimke A, Dobbelstein M (2011). MicroRNA-449 in cell fate determination. Cell cycle.

[R71] Yadav S, Pandey A, Shukla A, Talwelkar SS, Kumar A, Pant AB, Parmar D (2011). miR-497 and miR-302b regulate ethanol-induced neuronal cell death through BCL2 protein and cyclin D2. J Biol Chem.

[R72] Guo ST, Jiang CC, Wang GP, Li YP, Wang CY, Guo XY, Yang RH, Feng Y, Wang FH, Tseng HY, Thorne RF, Jin L, Zhang XD (2013). MicroRNA-497 targets insulin-like growth factor 1 receptor and has a tumour suppressive role in human colorectal cancer. Oncogene.

[R73] Zheng D, Radziszewska A, Woo P (2012). MicroRNA 497 modulates interleukin 1 signalling via the MAPK/ERK pathway. FEBS letters.

[R74] Haga CL, Phinney DG (2012). MicroRNAs in the imprinted DLK1-DIO3 region repress the epithelial-to-mesenchymal transition by targeting the TWIST1 protein signaling network. J Biol Chem.

[R75] Papaioannou MD, Lagarrigue M, Vejnar CE, Rolland AD, Kuhne F, Aubry F, Schaad O, Fort A, Descombes P, Neerman-Arbez M, Guillou F, Zdobnov EM, Pineau C (2011). Loss of Dicer in Sertoli cells has a major impact on the testicular proteome of mice. Molecular … cellular proteomics : MCP.

[R76] Friedman RC, Farh KK, Burge CB, Bartel DP (2009). Most mammalian mRNAs are conserved targets of microRNAs. Genome research.

How the deposited data were processed for this re-analysis (not part of the article)

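The measurements are 16 one-colour miRNA arrays of total RNA from primary MEFs, in 8 groups of 2 arrays given by genotype (WT or *Ercc1*-/-), passage (P3 or P7) and oxygen (3% or 20%). The arrays of the same genotype and replicate number were taken as 1 cell line only in the alternatives that say so. The intensity values were made by the authors, as deposited, with the Agilent Feature Extraction software, which subtracts the background from each spot intensity and gives a processed signal per spot and a total signal per miRNA, without scaling between arrays. The deposited series table holds 1 summed intensity per miRNA and array from the authors, on the linear scale and not scaled between arrays. The deposited total signal of the software gives its error in place of a signal where a miRNA was not detected, and it was used only as an alternative.

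Each array has 13715 spots, with probes for 611 mouse miRNAs and 39 viral miRNAs. Control spots and spots marked as outliers were left out, the processed signals of the spots of a probe were averaged, and then those of the probes of a miRNA. A probe counted as above background when at least a share of 0.5 of its spots was marked well above background, and a miRNA when any of its probes was. Between 117 and 257 mouse miRNAs were above background on an array, 308 on any array and 57 on all. Arrays were scaled to an equal mean log2 signal over these 57. The floor, a scaled signal of 2.82, is the median over the arrays of the lowest scaled signal above background, which lay between 1.02 and 18.0. The 235 mouse miRNAs above background on both arrays of at least 1 group were tested, and the others were left out because their signal is not told from background.

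The test was limma 3.58.1 in R 4.3.3 with 1 mean per group, empirical Bayes moderation (8 residual and 3.58 prior degrees of freedom) and Benjamini-Hochberg adjustment within each of 19 comparisons: the 8 that the paper makes, 5 others between single groups, 3 averaged over the other factors and 3 differences between passage changes. A miRNA was called at an adjusted p under 0.05, with no minimum fold. Where no array of the dimmer group was above background, a change is given as a lower bound, with the dimmer group set, on each array, at the higher of its own value (the floor or above) and the lowest signal above background, and no fold is given where neither group was above background on any array. The same holds for averages and differences of several groups, with no value where a group on the brighter side was not above background. Group sizes of 2 limit the precision: on simulated arrays, the averaged comparisons called 36.1% of miRNAs changed 2-fold, 80.6% of those changed 4-fold and 4.44% of their calls were false. These rates hold for the noise as simulated and may not apply to the real arrays, whose slide differences are shared between groups. The values of the 2 replicates were checked for pairing: the differences between slides correlated between groups of the same passage (median Pearson r across miRNAs of 0.61 for P3 and 0.81 for P7, and 0.03 for P3 with P7), so that every comparison was also fitted with the replicate number as a fixed block. The replicate number, the slide and the scan coincide.

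Lists of miRNAs were tested with camera of limma at a preset correlation of 0.01, and with an estimated correlation as the alternative, over the 15 of 21 lists with at least 3 tested members. The lists were the Dlk1-Dio3 cluster, the miR-17-92 cluster with its paralogs, the let-7 family, miRNAs described as p53-responsive, the miR-29 family, the miRNAs that the introduction of the paper ties to senescence or immortalization, the Sfmbt2 intronic cluster, the miR-290 cluster of embryonic stem cells, the X-linked miR-322 and miR-503 cluster, the X-linked Clcn5 cluster, the Hox clusters, the H19/Igf2 locus, the miR-15/16 family, the high-numbered discovery sets, markers of blood cells, muscle, neural, epithelial, and liver and endothelial cells, miRNAs abundant in mesenchymal cells, and the viral miRNAs as a background control. MiR-322 is in both the miR-15/16 family and its X-linked cluster. The rule for the miRNAs named was: every miRNA that the results text or the tables of the paper name as changed on the arrays (their values there had been seen), in each comparison up to 10 called miRNAs with the largest change in each direction that were above background on both arrays of the higher group and changed one way on both slides, the 5 with the smallest p where fewer than 5 were called, miR-210 for oxygen and miR-34a for passage, and in a list past its threshold up to 4 members with the largest change. Outside this rule, miR-222, miR-22 and miR-290-5p in the averaged passage comparison and miR-10b in 20% O_2_ were chosen after their values were seen.

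The comparisons, tests, lists, the rule for names and most alternatives were set before the data were examined. The alternatives changed, one at a time, the background correction, the scaling, the floor, the summary of probes, the filter, the detection call, the source of values, the pairing, the arrays in the fit and the test, and left out each array of the compared groups in turn, where the remaining array of a group is assumed to vary like those of the other groups. Added after the data were seen were normexp with an offset of 50 on median spot signals (the mean spot signal planned for it is not in the files), the array signal as a covariate, fits of each slide alone, permutation of arrays within slides, and the threshold of the paper on the deposited totals set to at least 1 and scaled to the 75th percentile. Single values of arrays were compared by exact permutation tests. The versions were statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. No array was left out. The qRT-PCR and tissue measurements of the paper were not analysed here.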

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

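The tests of the place on the slide and of a single array that stands apart, and the fits of each slide alone, were chosen after the results were seen.

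Between P3 and P7, averaged over genotype and oxygen, a comparison that the paper does not report, limma called 53 higher and 76 lower miRNAs at P7, and 65 and 95 with the replicate as a block. The scaling shifts the balance: 64 were called higher and 60 lower with the 75th percentile over the common miRNAs, 26 and 57 with the mean over all miRNAs, and 6 and 38 with no scaling. Of 100 splits of the 16 arrays, 1, the real one, called as many, and the highest of the others called 0. Arrays share slides and lines and are not exchangeable, so the splits alone do not exclude an accidental grouping. The split by slide called 13. Without single arrays the number called was between 99 and 193. On slide 1 alone 0 were called higher and 6 lower.

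The 53 miRNAs higher at P7 include 17 of the 23 tested members of the high-numbered discovery sets. Signal that does not come from the labelled RNA and is lifted by the scaling would hardly follow the array signal on the 8 P3 arrays, but the slope was 1.05 (SE 0.13), and unscaled these miRNAs were higher at P7 by a mean of 0.96 while the array signal differed by -0.92. The P3 array signal differed between the slides (mean 9.52 on slide 1 and 8.12 on slide 2). The P3 slope thus mixes the slide with the array signal, and no slope within a slide is given. The P7 arrays of slide 2 alone are argued against by slide 1, on which 93.2% of the 73 miRNAs called higher on slide 2 alone were higher too, though with a median of 0.65 against 2.38 and 0 called on slide 1 alone. On the 8 P7 arrays, however, the slope was 0.03 (SE 0.08), which predicts 46.7% of the rise (SE 4.06), and the 3 viral miRNAs above the floor on every array were higher at P7 by a median of 1.00 (0.98 to 1.19), so that more signal from other sources than miRNA at P7 may account for part of the rise. This stays open, as do RNA quality, for which the files hold no value, and a change with passage in the cells, which was not tested on its own.

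The 76 miRNAs lower at P7 include let-7 family members, miR-322 and the Hox cluster miRNAs. A loss of signal on dim arrays that the scaling leaves is argued against as the source of most of the fall by the P3 arrays, whose slope of 0.94 (SE 0.07) on the array signal predicts -2.76% of it (SE 3.36). This P3 slope also mixes the slide with the array signal, so the argument holds only if the slide has no effect of its own. On the P7 arrays the slope was 1.38 (SE 0.14), which goes with such a loss and predicts 18.4% of the fall (SE 6.76), so that a part of it stays open. The P7 arrays of slide 2 alone are argued against by slide 1, on which 91.5% of the miRNAs called lower on slide 2 alone were lower too (median -0.70 against -2.27). The place of the array on the slide and the passage cannot be told apart, since 0 places hold arrays of both passages. A change with passage in the cells therefore stays a candidate explanation beside the place on the slide and RNA quality.

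Averaged over passage and oxygen, 4 miRNAs were called between *Ercc1*-/- and WT MEFs, which the paper does not report: miR-196a (by at least 2.24 on the log2 scale, adjusted p = 0.00294 by limma), miR-196b (adjusted p = 0.00389) and miR-675-3p (adjusted p = 0.0227) were lower and miR-129-5p (adjusted p = 0.00553) was higher in *Ercc1*-/- MEFs, the last 3 without a fold because groups on both sides were not above background. Of 100 splits 3 called as many, which excludes chance only for arrays taken as exchangeable. Arrays share lines and slides, the highest of the other splits called 155, which points to a structure of the samples, the split by slide called 13, and between 2 lines and 2 lines chance is not excluded. The fit with the replicate as a block called 7, and no scaling, the total signals of the software and normexp each gave 0. Without P7 *Ercc1*-/- replicate 1 in 20% O_2_ the count was 19, without P7 *Ercc1*-/- replicate 2 in 20% O_2_ it was 9, and on each slide alone it was 0.

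The lower miR-196a in *Ercc1*-/- MEFs does not rest on the 1 array that stands apart, since its fitted change without P7 *Ercc1*-/- replicate 2 in 20% O_2_ was -2.63, a value that depends on the floor, as both P7 *Ercc1*-/- groups were not above background. The mean log2 signals of miR-196a in the 4 lines, if the replicate number marks the line, were 2.03 and 2.29 for *Ercc1*-/- and 4.87 and 4.48 for WT (exact permutation p = 0.333, the smallest that 2 lines against 2 can give). The genotype and the embryos that the lines came from thus cannot be told apart. Each column of positions on the slides holds 1 genotype and 1 oxygen level, so the place on the slide cannot be told apart from these either. A difference in the place of origin of the fibroblasts along the body, where Hox clusters differ, may account for the lower miR-196a as well as the loss of Ercc1, and neither was tested.

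Averaged over genotype and passage, 2 miRNAs were called between 20% and 3% O_2_, a comparison the paper does not report: miR-210 changed by -2.995 (SE 0.35, adjusted p = 0.000615 by limma, -3.24 on slide 1 and -2.75 on slide 2) and miR-497 by -1.58 (SE 0.32, adjusted p = 0.0399). Of 100 splits 2 called as many, which would exclude chance only if the arrays were exchangeable. The highest of the others called 31 and the split by slide called 13, so the arrays are not exchangeable and the splits alone leave chance open. With the replicate as a block 2 were called. Leaving out any 1 of 14 arrays gave 1 call, and without P7 *Ercc1*-/- replicate 1 in 20% O_2_ there were 6.

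In WT MEFs in 20% O_2_, where the paper does not report on passage, 3 miRNAs were called lower at P7: miR-675-3p by at least 4.40-fold (adjusted p = 0.0377 by limma), miR-10a by -3.79 on the log2 scale (SE 0.76, adjusted p = 0.0426) and miR-204 by -3.13 (adjusted p = 0.0437), with 4 called under the block. The count was 0 with no scaling, with each of the other scalings tried, with the total signals of the software and with normexp. It was 0 as well with only miRNAs above background on all arrays and with the 4 arrays fitted alone. The change between passages differed between *Ercc1*-/- and WT MEFs for 7 lists in 3% O_2_ and 7 in 20% O_2_ (lower let-7 and miR-15/16, higher high-numbered discovery sets, Hox, H19/Igf2 and neural lists in each, the neural medians of 0.98 and 1.06 becoming -0.01 and 0.00 with no scaling, and the adjusted p of the Hox list in 20% O_2_ 0.0709 with the block), and between 20% and 3% O_2_ in *Ercc1*-/- MEFs for 5 lists. The 2 tested blood cell markers had a median of 2.67 for the difference of the passage change between *Ercc1*-/- and WT MEFs in 20% O_2_ (1.74 on slide 1, 3.60 on slide 2 and 1.11 with no scaling) and of -0.51 in 3% O_2_ (-3.20 and 2.18 on the slides). All of these list calls were lost with an estimated correlation (0 lists), and no single miRNA was called by limma for the 3 differences, where 5, 6 and 0 had an unadjusted p under 0.05 and the block called 0. Among the viral miRNAs, which uninfected cells do not make, up to 6 of 39 were above background on an array.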

How the results depend on the processing

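The signal over background limits these results: 57 of the 235 tested miRNAs were above background on all arrays, and at 2 arrays per group a count near 0 can change with 1 array. The normexp correction, the array signal as a covariate, the fits of each slide alone, the permutation within slides and the 75th percentile of the deposited totals were chosen after seeing the data. Of the counts of miRNAs and lists called and of miRNAs above background, 308 of 446 stayed within 1.5 times their value under the alternatives set at the start and 30.9% did not. Under the added ones 32 of 62 did, and without single arrays 85 did and 39 did not. The 403 values of named miRNAs, of which 53 were called, were each set beside every alternative set at the start that applies to them. In 5794 such pairs the side of the threshold was kept, in 162 the call was lost, in 89 it was gained and in 1 a turn of direction was counted. Since 350 of the 403 values were not called, the pairs kept are mainly values that stayed uncalled. Of the 53 calls, 28 were lost with each of no scaling, the total signals of the software and no filter on dim miRNAs. With only the groups compared in the fit, 15 of 15 were lost, and with the replicate as a block 0 of 53. The tally may leave out turns of values that were not called, so it does not show how often direction was kept. Of the paper's folds, 4 of 41 had the other direction with the total signals of the software, against 0 of 39 here. With the deposited series table all 403 values kept the side of the threshold. The difference between passages in the number of miRNAs above background was -31.1 with the detection call of the software, and that of -32.1 had an exact p of 0.0490 when arrays were permuted within slides. The median of all tested miRNAs between passages, averaged, was -0.39, and -0.11 with the 75th percentile over the common miRNAs and -1.14 with no scaling. The cause was not tested for any change below, except that fewer miRNAs, more miRNAs or fewer arrays enter some of them.

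Comparisons are named as *Ercc1*-/- or WT with passage and oxygen. The turns of direction named below are not all that occurred. Under normexp, 25 of 45 of the paper's folds had the other direction, against 0 of 39 in the values reported. Under normexp the counts were 0 for genotype at P3 in 20% O_2_ (2 as reported), 0 for genotype at P7 in 20% O_2_ (1), 1 for oxygen in P7 *Ercc1*-/- (0), 3 for passage in *Ercc1*-/- in 3% O_2_ (0), 0 for passage in *Ercc1*-/- in 20% O_2_ (3), 0 for the most against the least senescent MEFs (6), 0 for passage in WT in 20% O_2_ (3), 34 for averaged passage (53 higher and 76 lower), 0 for averaged genotype (4) and 1 for averaged oxygen (2), and direction turned for miR-196a (0.0038), miR-196b (0.36) and miR-675-3p (0.37) in the most against the least senescent MEFs and for miR-196a (0.36), miR-196b (0.47) and miR-542-3p (0.023) in averaged passage. With the mean over all miRNAs as the scale they were 0, 0, 0 and 0 for genotype at P3 and P7 in 20% O_2_ and passage in *Ercc1*-/- and WT in 20% O_2_, 3 for the most against the least senescent, 1 for oxygen in P3 WT (0), 83 for averaged passage and 1 for averaged oxygen. The 75th percentile over the common miRNAs gave 0 for passage in WT in 20% O_2_, and that over all miRNAs gave 0 there and for genotype at P3 in 20% O_2_, 1 for genotype at P7 in 3% O_2_ (0), 7 for passage in *Ercc1*-/- in 3% O_2_ and 1 for oxygen in P3 WT. Quantile scaling gave 0 for genotype at P7 and passage in WT in 20% O_2_. With no scaling it was 0 for genotype at P3 and P7, passage in *Ercc1*-/- and in WT in 20% O_2_, the most against the least senescent and averaged genotype, 44 for averaged passage and 1 for averaged oxygen, and the lists were 2 for oxygen in P7 *Ercc1*-/- (0), 1 for oxygen in P7 WT (4) and 0 for averaged oxygen (4). The total signal of the software gave 0 for genotype at P3 and P7 in 20% O_2_, the most against the least senescent, passage in WT in 20% O_2_ and averaged genotype, 1 for passage in *Ercc1*-/- in 20% O_2_, 72 for averaged passage, 1 for averaged oxygen, and turned miR-714 in averaged passage (-0.12). The mean of log2 probe values gave 2 for genotype at P7 in 3% O_2_ and 3 for the most against the least senescent.

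The floor multiplied by 0.1 gave 0 for genotype at P3 in 20% O_2_, 2 for genotype at P7 in 3% O_2_, 3 for passage in *Ercc1*-/- in 3% O_2_, and 1 each for passage in *Ercc1*-/- and WT in 20% O_2_ and averaged oxygen. No filter on dim miRNAs gave 0 for genotype at P3 and P7 in 20% O_2_ and passage in *Ercc1*-/- in 20% O_2_, 2 for passage in *Ercc1*-/- in 3% O_2_ and the most against the least senescent, 1 for passage in WT in 20% O_2_ and averaged oxygen, 55 for averaged passage and 8 for averaged genotype. Only miRNAs above background on all arrays gave 0 for genotype at P3 and P7 in 20% O_2_, the most against the least senescent and passage in WT in 20% O_2_, 1 for oxygen in P7 *Ercc1*-/-, P3 *Ercc1*-/- and P3 WT, for passage in *Ercc1*-/- in 20% O_2_ and averaged oxygen, 9 for passage in *Ercc1*-/- in 3% O_2_, 35 for averaged passage and 2 for averaged genotype. The detection call of the software gave 0 for genotype at P3 in 20% O_2_ and 1 for genotype at P7 in 3% O_2_, passage in *Ercc1*-/- in 20% O_2_ and averaged oxygen. A trended prior gave 3 for passage in *Ercc1*-/- in 3% O_2_ and 1 for passage in WT in 20% O_2_ and averaged oxygen. The replicate block gave 1 for genotype at P7 in 3% O_2_, oxygen in P7 *Ercc1*-/-, P3 *Ercc1*-/- and P3 WT and passage in WT in 3% O_2_, 43 for passage in *Ercc1*-/- in 3% O_2_, 5 for passage in *Ercc1*-/- in 20% O_2_, 7 for averaged genotype, and 3 lists for oxygen in P7 *Ercc1*-/- and 0 for averaged oxygen. The cell line as a random block gave 0 for genotype at P3 in 20% O_2_, 32 for passage in *Ercc1*-/- in 3% O_2_ and 1 for passage in WT in 3% O_2_ and oxygen in P3 WT. The array signal as a covariate gave 2 for genotype at P7 in 3% O_2_, 1 for oxygen in P7 *Ercc1*-/-, P3 *Ercc1*-/- and P3 WT and passage in WT in 3% O_2_, and 7 for averaged genotype. Fitting only the groups compared gave 0 for genotype at P3 and P7, passage in *Ercc1*-/- and WT in 20% O_2_ and the most against the least senescent. Slide 1 alone gave 6 for averaged passage and 0 for averaged genotype, and slide 2 alone 0 for averaged genotype and averaged oxygen.

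The threshold of the paper gave 5 and 7 for genotype at P3 in 20% and 3% O_2_, 0 and 4 at P7, 1 for oxygen in P7 *Ercc1*-/- and 21 for passage in *Ercc1*-/- in 3% O_2_. It gave 1, 3, 0, 3, 2 and 22 on the total signals of the software, 5, 8, 0, 4, 1 and 22 on the deposited series table, and 8, 5, 6, 2 and 36 on that table set to at least 1 and scaled to its 75th percentile (without genotype at P7 in 20% O_2_), and 0 in every comparison after Benjamini-Hochberg adjustment on each of these. With an estimated correlation 1 list was left for genotype at P3 in 3% O_2_ (6) and 0 in the 17 other comparisons with list calls. Without single arrays the counts were 0 for genotype at P3 in 20% O_2_, 0 to 74 at P7 in 20% O_2_, 0 to 26 for oxygen in P7 *Ercc1*-/-, 0 to 180 for passage in *Ercc1*-/- in 20% O_2_, 0 to 171 for the most against the least senescent, 0 to 4 for passage in WT in 20% O_2_, 99 to 193, 3 to 19 and 1 to 6 for averaged passage, genotype and oxygen, and 0 to 12 for the difference of passage between *Ercc1*-/- and WT in 20% O_2_. The highest of each, apart from genotype at P3 and passage in WT, came without P7 *Ercc1*-/- replicate 1 in 20% O_2_, which leaves only the array that stands apart. Not run were the slide as a block of its own, which equals the replicate block, and normexp on mean spot signals, which the files lack.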

Differences from the paper's values

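Of the 51 folds that the paper gives for its comparisons, 39 could be set beside a value here, 18 of them as lower bounds, and 12 could not, because neither group was above background or the lower bound did not reach above 1-fold. Of these 39, 0 differed by more than 1.5-fold and the spread, and 0 in direction. A lower bound under the paper's fold did not count as differing, so the 18 bounds say little on the size of the folds. The bound of 14.0-fold for miR-129-5p, beside 603-fold in the paper, is 1 of them. With alternatives set before the data were examined, the number that differed was 14 of 38 with scaling to the 75th percentile over the common miRNAs, 21 of 45 with no scaling, 9 of 44 with the mean over all miRNAs, 1 of 42 with quantile scaling, 5 of 41 with the total signals of the software (4 in direction), 2 of 40 with the mean of log2 probe values, and 15 of 32 without P7 *Ercc1*-/- replicate 1 in 3% O_2_. With normexp, chosen after seeing the values, it was 37 of 45 (25 in direction). With a setting chosen after seeing the values, the deposited totals set to at least 1, on the log2 scale, minus the 75th percentile of each array, all but 1 of the paper's folds lay within 0.05 on the log2 scale (median 0.01), and 48 of 51 had a p under 0.05 in the test of the paper, so that it drops 3 of its calls. That setting is not the scaling to the mean of each array that the methods state. The exception was miR-129-5p between the most and the least senescent MEFs, which the paper gives as 603-fold and that setting as 4.15 on the log2 scale. Only a lower bound of 14.0-fold can be given here.

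The paper calls all 51 changed at its threshold, which has no adjustment for the number of miRNAs. At an adjusted p under 0.05, limma called 2 of them, miR-129-5p between the most and the least senescent MEFs and miR-204 with passage in *Ercc1*-/- MEFs in 20% O_2_, with 30 of the 41 tested at an unadjusted p under 0.05. The replicate block called 16 of them, adding miR-218 in 20% O_2_ and 13 of Table 3, for example miR-10b, miR-129-5p, miR-222 and miR-497. The cell line as a random block added 11 of those 13, scaling to the 75th percentile over all miRNAs miR-154* and miR-450b-3p, a floor multiplied by 0.1 miR-10b and miR-675-3p, a trended prior and no filter on dim miRNAs miR-450b-3p, and the mean of log2 probe values miR-497 at P7 in 3% O_2_. Without P7 *Ercc1*-/- replicate 1 in 20% O_2_, miR-24-2*, miR-218 and miR-455* were called in 20% O_2_. The paper reports 3 miRNAs higher in 20% than in 3% O_2_ in P7 *Ercc1*-/- MEFs, and all 3 were below background on all 4 arrays here. It reports 1 miRNA changed between the most and the least senescent MEFs, and limma called 6 here, at an adjusted p in place of its threshold of fold and p. At that threshold 1 higher and 5 lower miRNAs passed here, and miR-129-5p was not among them.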

Other observations

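Averaged over genotype and oxygen, miR-204 fell by at least 2.73 on the log2 scale between P3 and P7 (adjusted p = 0.000782 by limma, 8 arrays against 8). So did miR-218 (by at least 2.85) and miR-26b (at least 3.22), each below background in P7 *Ercc1*-/- MEFs in 3% O_2_, and miR-322 (-3.64, SE 0.60) and let-7f (-2.89). Of the let-7 family, 8 of 10 tested members fell and 0 rose (9 when adjusted over the list alone, median -2.19, with -1.30 on slide 1 and -3.04 on slide 2, adjusted p = 0.00451), of the X-linked miR-322 and miR-503 cluster 7 of 8 (median -1.98, with -1.31 and -2.78 on the slides, adjusted p = 0.00967), of the miR-15/16 family 6 of 7 (median -1.89, with -1.24 and -3.17, adjusted p = 0.0186) and of the Hox clusters 4 of 4 (median -1.88, with -1.35 and -2.47, adjusted p = 0.0469, 0.0812 with the replicate as a block and 0.115 with no scaling). MiR-494 (3.97, SE 0.90), miR-188-5p (3.81), miR-135a* (3.46), miR-222 (1.82) and miR-22, which the paper ties to senescence (1.47), rose. Of the high-numbered discovery sets 17 of 23 rose (18 when adjusted over the list alone, median 1.97, with 0.69 on slide 1, 3.07 on slide 2 and 0.97 with no scaling, adjusted p = 5.89e-08). Each of these lists had an adjusted p = 0.601 with an estimated correlation. MiR-34a, a target of p53, fell by 1.599 on the log2 scale (SE 0.56, adjusted p = 0.0297), with -0.44 on slide 1 and -2.76 on slide 2. MiR-290-5p, the 1 tested member of the embryonic stem cell cluster, rose (adjusted p = 0.0131), without a fold because it was not above background in P7 WT MEFs in 3% O_2_.

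MiR-210, a target of hypoxia-inducible factor, had lower mean signals in 20% than in 3% O_2_ in P3 *Ercc1*-/- (-3.23, adjusted p = 0.165 by limma, 0.0353 with the replicate as a block), P3 WT (-3.42, adjusted p = 0.105, 0.0218 with the block) and P7 WT MEFs (-2.10, adjusted p of 1). In these 3 comparisons limma called 0 miRNAs, with 1, 2 and 4 at an unadjusted p under 0.05, and 1, 1 and 0 with the block. Of the 8 tested p53-responsive miRNAs, 8 had a higher mean in 20% O_2_ in P3 *Ercc1*-/- (median 0.85, with 0.79 and 0.89 on the slides, 0 called, adjusted p = 8.32e-05, and adjusted p = 0.317 with an estimated correlation) and in P3 WT MEFs (median 0.95, with 1.07 and 0.72 on the slides and 0.13 with no scaling, 0 called, adjusted p = 0.00152, and adjusted p = 0.782 with an estimated correlation). In P3 *Ercc1*-/- MEFs the 4 tested neural miRNAs (median -0.66, -0.79 and -0.54 on the slides, adjusted p = 0.00113, and adjusted p = 0.0687 with an estimated correlation) and the 8 of the miR-322 and miR-503 cluster (median -0.55, -0.34 and -0.79 on the slides, adjusted p = 0.00113, and adjusted p = 0.232 with an estimated correlation) were all lower in 20% O_2_, and in P3 WT MEFs 28 of 41 of the Dlk1-Dio3 cluster were (median -0.17, -0.07 and -0.32 on the slides, -0.97 with no scaling, adjusted p = 0.017, and adjusted p = 0.782 with an estimated correlation). Averaged over genotype and passage, the median of the p53-responsive miRNAs was 0.57 and that of the Hox clusters 0.58 (adjusted p = 0.0316 for each, 0.0514 for each with the replicate as a block, 0.128 and 0.140 with no scaling, and 0.651 with an estimated correlation), so neither list was called under the block. Of the let-7 family 10 of 10 were higher (median 0.42), and of the miR-15/16 family 4 of 7 were lower (median -0.08). Each of these 2 lists had an adjusted p of 0.0422 (0.0514 with the block, 0.293 and 0.140 with no scaling). In P7 WT MEFs the Hox clusters had a median of 1.01 (1.83 on slide 1 and 0.21 on slide 2, adjusted p = 0.00429, and adjusted p = 0.44 with an estimated correlation), the Dlk1-Dio3 cluster one of 0.26, which became -0.02 with no scaling (0.47 and 0.15 on the slides, adjusted p = 0.00749, and adjusted p = 0.44 with an estimated correlation), the miR-15/16 family one of -0.31 (0.72 and -1.32, adjusted p = 0.0192, and adjusted p = 0.592 with an estimated correlation) and the miR-322 and miR-503 cluster one of -0.74 (-0.34 and -1.14, adjusted p = 0.0287, and adjusted p = 0.486 with an estimated correlation), with 0 members of the 4 lists called. With no scaling the last 3 were lost (adjusted p = 0.0936, 0.0589 and 0.35). In WT MEFs in 3% O_2_, limma called 0 miRNAs between passages, 13 had an unadjusted p under 0.05, and with the block 1 was called, miR-10a, which was at least 9.25-fold lower at P7 (adjusted p = 0.0496 with the block and 0.116 without). There let-7 was lower at P7 (10 of 10, median -1.57, adjusted p = 0.00964, 0.0637 with no scaling). The Hox clusters were lower too (4 of 4, median -2.57, 0 called, 4 when adjusted over the list alone, adjusted p = 2.42e-05 by camera, 0.301 with an estimated correlation). Between passages the Hox list also passed in WT MEFs in 20% O_2_ (median -2.16, adjusted p = 0.0034). In *Ercc1*-/- MEFs it did not, in 3% (median -1.53, adjusted p = 0.371) or 20% O_2_ (-0.53, 0.576). The high-numbered discovery sets were higher at P7 in WT MEFs in 3% O_2_ (22 of 23, median 1.22, adjusted p = 2.42e-05). The miR-322 and miR-503 cluster (median -0.98, adjusted p = 0.128) and the miR-15/16 family (-1.17, 0.705) did not pass there. Each of these lists in WT MEFs in 3% O_2_, apart from the Hox list, had an adjusted p of at least 0.646 with an estimated correlation.

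In none of the 19 comparisons did the miR-17-92 cluster with its paralogs (10 tested, smallest adjusted p = 0.256 by limma), the miR-29 family (3 tested, 0.101), the Clcn5 cluster (5 tested, 0.154) or the miRNAs that the introduction of the paper ties to senescence (11 tested, 0.489) pass the list test. Of the blood cell markers 2 were tested, miR-223 and miR-142-3p. Their median was -2.05 between *Ercc1*-/- and WT MEFs at P3 in 20% O_2_, -2.28 between passages in WT MEFs in 20% O_2_ (-2.10 on slide 1 and -2.47 on slide 2), -2.20 between 20% and 3% O_2_ in P7 WT MEFs (-3.88 and -0.53) and -0.93 between *Ercc1*-/- and WT MEFs averaged over passage and oxygen (-1.30 and -0.55), with 0 called in any comparison, and the largest, 2.67, is the difference of the passage change between *Ercc1*-/- and WT MEFs in 20% O_2_ given above. Of the muscle, epithelial, and liver and endothelial markers 0 were.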
